# Melanin-like nanoparticles slow cyst growth in ADPKD by dual inhibition of oxidative stress and CREB

**DOI:** 10.1038/s44321-024-00167-2

**Published:** 2024-11-20

**Authors:** Yongzhan Sun, Quan Zou, Huizheng Yu, Xiaoping Yi, Xudan Dou, Yu Yang, Zhiheng Liu, Hong Yang, Junya Jia, Yupeng Chen, Shao-Kai Sun, Lirong Zhang

**Keywords:** Melanin-like Nanoparticle, Reactive Oxygen Species, cAMP-CREB Pathway, ADPKD Therapy, Genetics, Gene Therapy & Genetic Disease, Urogenital System

## Abstract

Melanin-like nanoparticles (MNPs) have recently emerged as valuable agents in antioxidant therapy due to their excellent biocompatibility and potent capacity to scavenge various reactive oxygen species (ROS). However, previous studies have mainly focused on acute ROS-related diseases, leaving a knowledge gap regarding their potential in chronic conditions. Furthermore, apart from their well-established antioxidant effects, it remains unclear whether MNPs target other intracellular molecular pathways. In this study, we synthesized ultra-small polyethylene glycol-incorporated Mn^2+^-chelated MNP (MMPP). We found that MMPP traversed the glomerular filtration barrier and specifically accumulated in renal tubules. Autosomal dominant polycystic kidney disease (ADPKD) is a chronic genetic disorder closely associated with increased oxidative stress and featured by the progressive enlargement of cysts originating from various segments of the renal tubules. Treatment with MMPP markedly attenuated oxidative stress levels, inhibited cyst growth, thereby improving renal function. Interestingly, we found that MMPP effectively inhibits a cyst-promoting gene program downstream of the cAMP-CREB pathway, a crucial signaling pathway implicated in ADPKD progression. Mechanistically, we observed that MMPP directly binds to the bZIP DNA-binding domain of CREB, leading to competitive inhibition of CREB’s DNA binding ability and subsequent reduction in CREB target gene expression. In summary, our findings identify an intracellular target of MMPP and demonstrate its potential for treating ADPKD by simultaneously targeting oxidative stress and CREB transcriptional activity.

## Abstract (synopsis)

MMPP was shown to cross the glomerular filtration barrier and to accumulate in renal tubules, leading to reduced oxidative stress and inhibition of CREB transactivation. This dual action resulted in reduced cyst growth and improved kidney function in ADPKD.

- Systemically administered MMPP crossed the glomerular filtration barrier and selectively accumulated in the liver and kidneys.
- Oxidative stress was effectively reduced by MMPP treatment in vitro and in vivo.
- The transcription factor CREB was directly bound by MMPP, resulting in inhibition of the cAMP-CREB pathway and a reduction in CREB target gene expression.
- ADPKD disease progression was improved by MMPP via dual inhibition of oxidative stress and CREB transcriptional activity.

## Abstract (web summary)

MMPP was shown to cross the glomerular filtration barrier and to accumulate in renal tubules, leading to reduced oxidative stress and inhibition of CREB transactivation. This dual action resulted in reduced cyst growth and improved kidney function in ADPKD.

The paper explained **Problem**

Autosomal Dominant Polycystic Kidney Disease (ADPKD) is the most prevalent genetic kidney disorder globally, affecting approximately 12.5 million people. About 50% of individuals diagnosed with ADPKD are likely to progress to end-stage renal disease by their 50s or 60s. ADPKD involves multiple complex pathways, and treatments that target only one pathway often fail to effectively halt disease progression. Therefore, a significant challenge in the field is to develop safe, long-term treatments that can simultaneously target several key pathological pathways involved in ADPKD.

**Results**

In this study, we demonstrated that ultra-small polyethylene glycol-incorporated Mn^2+^-chelated melanin-like nanoparticles (MMPP) effectively inhibit cyst growth in an orthologous ADPKD mouse model. Upon systemic injection, MMPP crosses the glomerular filtration barrier and specifically accumulates in renal tubules. Beyond its classical antioxidant properties, we identified the cAMP-response element-binding protein (CREB) as a key intracellular target of MMPP. By directly binding to the bZIP domain of CREB, MMPP inhibits its transcriptional activity and the expression of downstream genes. Thus, MMPP targets both oxidative stress and CREB, two key pathways implicated in cystogenesis, leading to effective treatment of ADPKD in mice.

**Impact**

Our study enhances the therapeutic potential of melanin-like nanoparticles (MNPs) by uncovering specific intracellular targets and identifying new indications, such as ADPKD. This expands their applicability beyond chronic diseases associated with oxidative stress, to conditions involving dysregulated cAMP-CREB signaling. Our findings deepen our understanding of MNPs’ mechanisms of action, paving the way for the development of safer and more effective melanin-based nanomedicines.

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is a life-threatening monogenic disease affecting more than 12 million individuals worldwide. ADPKD is primarily caused by mutations in the *PKD1* or *PKD2* genes, which code for polycystin 1 or polycystin 2. This disease is characterized by an increasing number of fluid-filled cysts in the kidneys that enlarge over time. This leads to a progressive decline in renal function, with over 50% of patients developing renal failure by the age of 60 (Bergmann et al, 2018; Cornec-Le Gall et al, 2019; Luo et al, 2023; Torres and Harris, 2019).

Recent studies have shown that abnormal signaling pathways are involved in the progression of ADPKD, including abnormal elevation of cyclic adenosine monophosphate (cAMP) levels (Hanaoka and Guggino, 2000; Ong and Harris, 2015; Wang et al, 2022; Zhou and Torres, 2022), reactive oxygen species (ROS) accumulation (Ishimoto et al, 2017; Kahveci et al, 2020; Maser et al, 2002; Pellegrini et al, 2023), intracellular calcium imbalance (Mangolini et al, 2016), cellular complexity (Ding et al, 2021; Muto et al, 2022) and RNA abnormality (Lakhia et al, 2022; Weisser et al, 2023; Zhang et al, 2020b). cAMP can bind and activate PKA kinase activity, which phosphorylates substrates such as CREB. Phosphorylated CREB binds to the CRE sequence on its target genes and activates their expression (Dinevska et al, 2023; Pizzoni et al, 2023; Zhang et al, 2020a). Kakade and colleagues found that suppression of CREB reduced cyst dilation in vitro (Kakade et al, 2016). In our previous study, we found that the expression of CREB target genes in cystic epithelial cells is associated with the progression of ADPKD. Moreover, inhibition of CREB transcription activity effectively suppressed cyst growth in vivo (Liu et al, 2021). These studies highlight the potential therapeutic strategy of targeted inhibition of the cAMP-CREB pathway in the treatment of ADPKD.

Another key feature of ADPKD is mitochondrial dysfunction and the accumulation of excessive ROS (Ishimoto et al, 2017; Lin et al, 2018; Padovano et al, 2018; Pellegrini et al, 2023; Podrini et al, 2020; Schreiber et al, 2019). ROS homeostasis is crucial for maintaining physiological cellular functions. However, excessive ROS levels can be detrimental to cells (Guo et al, 2013; Milkovic et al, 2019). Mitochondria serve as the primary sites for both ROS production and scavenging. Mitochondrial dysfunction can lead to excessive ROS accumulation, thereby inducing oxidative stress and damaging cells (Guo et al, 2013; Juan et al, 2021). Our previous research has established a positive correlation between the levels of ROS in kidneys from ADPKD patients and the severity of the disease. Moreover, we have found that activation of the antioxidant transcription factor Nrf2 can effectively decrease ROS levels, leading to a delay in ADPKD progression (Lu et al, 2020). These findings indicate that interventions aimed at enhancing ROS clearance hold promise for slowing down ADPKD progression.

Melanin, as an endogenous biopolymer, possesses remarkable antioxidant properties, biocompatibility, and biodegradability with minimal side effects (Jiang et al, 2020; Lin et al, 2016; Qi et al, 2019). To harness the antioxidant capacity of melanin, artificial melanin-like nanoparticles (MNPs) have been developed (Jiang et al, 2020; Liu et al, 2020). Previous studies have demonstrated the efficacy of MNPs in treating various diseases associated with elevated ROS, including ischemic stroke, periodontal disease, acute lung injury, acute kidney injury, sepsis-induced myocardial injury and wound healing (Bako et al, 2022; Bao et al, 2018; Cao et al, 2023; Liu et al, 2023; Liu et al, 2017; Mavridi-Printezi et al, 2023; Sun et al, 2019a; Zhao et al, 2018). Notably, MNPs have also exhibited excellent chelating capability towards a variety of metal ions due to the presence of phenolic hydroxyl and amine groups on their surface, thereby endowing MNPs with imaging capacity (Nedaei and Delavari, 2018; Zeng et al, 2020). Previous research by Sun et al, as well as our own group, has led to the successful synthesis of polyethylene glycol-bound Mn^2+^-chelated melanin (MMPP) nanoparticles. These nanoparticles are noted for their ultrasmall hydrodynamic size, superior physiological stability, remarkable antioxidative properties against various harmful ROS, and proven effectiveness in treating both acute kidney injury and sepsis-induced myocardial injury (Jiang et al, 2020; Liu et al, 2023; Sun et al, 2019a). Though MNPs, including MMPP, have shown promise as effective ROS scavengers for treating a wide range of acute ROS-related diseases, their potential in treating chronic disorders remain largely unknown. Moreover, similar to small molecule drugs, it is crucial to comprehend the molecular targets of MNPs to maximize their therapeutic effectiveness and ensure their safety. While the antioxidant properties of MNPs have been extensively studied and well established, their ability to target other intracellular signaling pathways and molecules is unclear.

Our research aims to address these gaps by investigating the therapeutic potential of MMPP in ADPKD. We demonstrate the inhibitory effect of MMPP on cyst growth in vitro, as well as its efficacy in suppressing cystogenesis when administered intravenously in ADPKD mice. Mechanistically, our findings reveal that MMPP exerts its therapeutic effects by reducing oxidative stress and maintaining redox homeostasis. Importantly, we found that MMPP directly interacts with CREB through the bZIP DNA-binding domain, leading to the disruption of the CREB-DNA complex and subsequent suppression of CREB’s transcriptional activity.

## Results

### Preparation and biodistribution of ultra-small MMPP

The glomerular filtration barrier (GFB) consists of three main components: the fenestrated endothelium of the glomerular capillaries, the basement membrane, and the podocytes with their foot processes. The GFB acts as a “size filter” allowing particles below 10 nanometers (nm) passing through and being absorbed by renal tubular cells (Du et al, 2017; Kamaly et al, 2016). MNPs used in previous studies were typically larger than 20 nm, exceeding the kidney’s filtration threshold and thus preventing their accumulation in renal tissues (Chu et al, 2016; Deng et al, 2019). To address this, Sun and colleagues developed an innovative approach to synthesize ultra-small Mn^2+^-chelated MNPs through an effective coordination and self-assembly method (Sun et al, 2019a). This approach was successfully applied in delivering MNP to renal tubular cells and treating acute kidney injury (AKI). We adopted the same synthesis strategy in this study. As illustrated in Fig. 1A, we first prepared MMP nanoparticles by mixing Mn^2+^, melanin powder, and polyvinylpyrrolidone (PVP) in a dimethylsulfoxide (DMSO)/H_2_O solution. Thiol-terminated polyethylene glycol (HS-PEG) was then incorporated into the MMP surface to increase its physiological stability, resulting in the formation of MMPP nanoparticles. The characteristic peaks of PVP and PEG all appeared in the spectrum of MMPP nanoparticles, demonstrating the successful functionalization of melanin with PVP and HS-PEG (Fig. 1B). Additionally, the zeta potential of MMPP nanoparticles was measured to be −5.47 mV.

**Figure 1:**
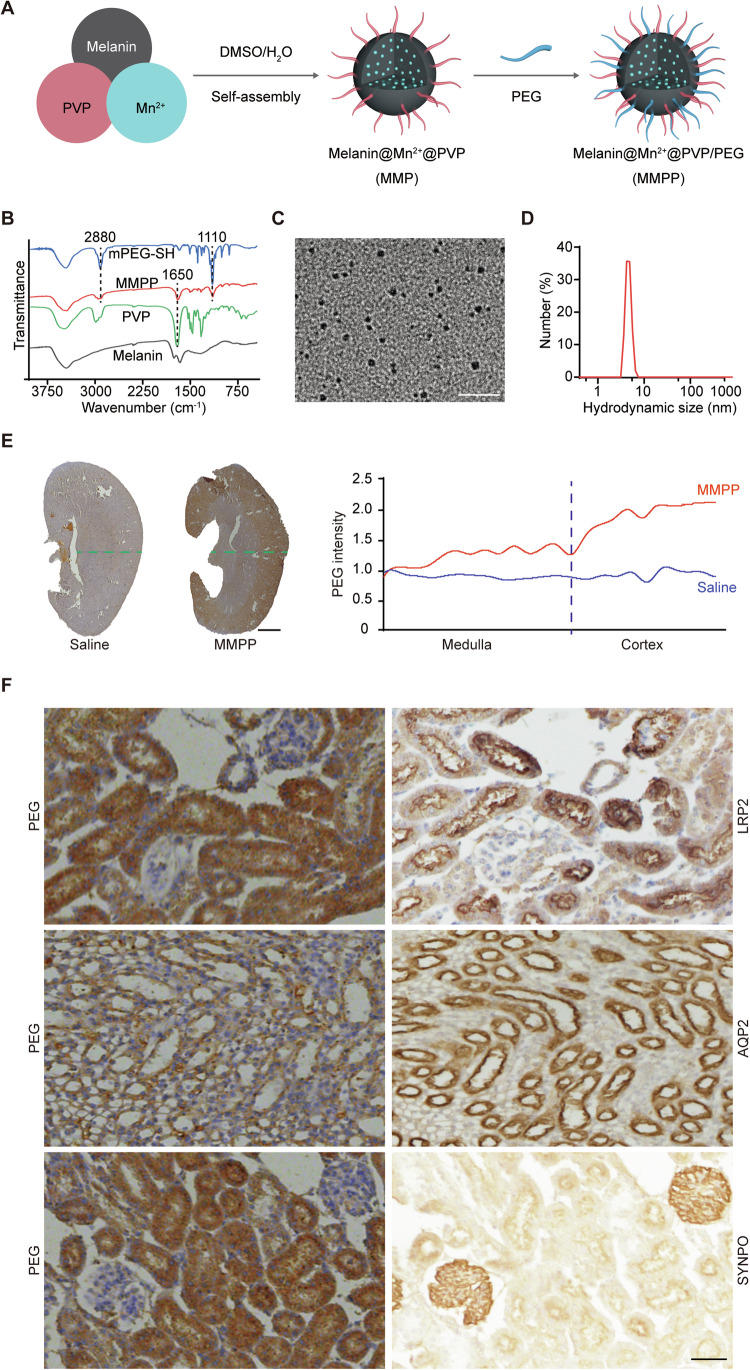
The biodistribution of MMPP in mouse kidneys. (**A**) Schematic illustration of MMPP nanoparticles synthesis. (**B**) FTIR spectra of MMPP nanoparticles, HS-PEG molecule, PVP molecule and melanin granules. (**C**) TEM images of MMPP nanoparticles. (**D**) Hydrodynamic size of MMPP nanoparticles measured by DLS. (**E**) PEG staining (left) and signal intensity quantification (right) in whole kidneys with or without MMPP treatment. (**F**) PEG, LRP2, AQP2, and SYNPO staining in MMPP treated mouse kidney sections. Scale bars, 20 nm (**C**), 500 µm (**E**), and 100 µm (**F**). Source data are available online for this figure.

We next evaluated the stability and degradation patterns of MMPP in diverse media. Over a two-week period, MMPP nanoparticles demonstrated excellent dispersion in H_2_O, phosphate-buffered saline (PBS, pH = 7.4), saline, and Dulbecco’s Modified Eagle Medium (DMEM), without observable aggregation (Appendix Fig. S1A). The hydrodynamic size remained consistent during this interval (Appendix Fig. S1B), indicating robust colloidal stability.

The size and the hydrodynamic size of MMPP were about 2.3 nm and 6 nm, respectively (Fig. 1C,D), suggesting that MMPP can transverse the GFB and might be taken by renal tubular cells. As PEG can be detected by specific antibodies, we then performed immunohistochemistry (IHC) to localize the PEG component of the MMPP to determine the biodistribution of MMPP in the kidney. As shown in Fig. 1E, MMPP primarily accumulated in the cortex, with some MMPP nanoparticles accumulating in the medulla. Additionally, IHC staining of consecutive kidney sections showed that the distribution of PEG was comparable to that of LRP2, a marker indicating proximal tubules. Furthermore, a subset of PEGs exhibited co-localization with AQP2, a marker for collecting ducts, whereas no co-localization was observed between PEGs and SYNPO, a marker for glomerular podocytes (Fig. 1F). These results suggest that MMPP can cross the GFB and undergo reabsorption in the proximal tubules and collecting ducts.

### MMPP inhibits cyst growth in 3D-MDCK and embryonic kidney models

We and other researchers have reported that ROS play crucial roles in cyst growth. Furthermore, it has been observed that the inhibition of ROS-induced oxidative stress markedly delays ADPKD progression (Lu et al, 2020). Due to the effective clearance of ROS by MMPP and its ability to be absorbed by renal tubular cells, we aimed to investigate whether MMPP can inhibit the growth of renal cysts. We first employed a 3D Madin-Darby canine kidney (MDCK) in vitro cyst growth model. MDCK cells were first exposed to 10 µM forskolin (FSK), leading to the formation of cysts (Schreiber et al, 2019). Subsequently, MMPP was added in the culture medium from day 4 to day 12 following FSK treatment. As shown in Fig. EV1A, MMPP dose-dependently inhibited cyst growth. Furthermore, staining with Dihydroethidium (DHE) demonstrated that MMPP effectively reduced ROS levels in MDCK cysts in a dose-dependent manner (Fig. EV1B).

**Figure EV1:**
MMPP inhibits cyst growth and scavenges ROS in in vitro and ex vivo ADPKD models. (**A**) Representative images (left) and cyst diameter (right) of MDCK cysts treated with the indicated doses of MMPP (representative of eight independent experiments; *n* = 8 biological replicates). (**B**) DHE staining (left) and quantification (right) of cysts in each of the indicated groups (representative of five independent experiments; *n* = 5 biological replicates). (**C**) Representative images (left) of mouse embryonic kidneys treated with the indicated doses of MMPP and quantification (right) of the percentage of cyst area relative to total kidney area (representative of three independent experiments; *n* = 3 biological replicates). (**D**) DHE staining (left) and quantification (right) of embryonic kidneys on day 6 of MMPP treatment (representative of three independent experiments; *n* = 3 biological replicates). Scale bars, 100 µm (**A** and **B**) and 1 mm (**C** and **D**). Data presented as means ± SD. One-way ANOVA with LDS test or Dunnett’s T3 test was used for statistical analysis in (**A**), (**B**) and **(D**), repeated measures ANOVA with LSD test was used for statistical analysis in (**C**).

Next, we investigated the impact of MMPP on an ex vivo renal cyst model. Embryonic kidneys were harvested from CD1 mice at 13.5 embryonic days (E13.5) and cultured in transwells supplemented with 100 µM 8-Br-cAMP. MMPP was added to the transwell medium and incubated for a period of 6 days. Consistent with the MDCK model, MMPP exhibited a dose-dependent inhibition of embryonic renal cyst growth (Fig. EV1C). Remarkably, treatment with a high concentration of MMPP (400 µg/mL) resulted in an 80% reduction in cyst area (Fig. EV1C), while having minimal impact on the total renal volume (Appendix Fig. S2). Additionally, DHE staining also demonstrated a dose-dependent decrease in ROS levels in embryonic renal cysts following treatment with MMPP (Fig. EV1D). In summary, these findings indicate that MMPP effectively inhibits ROS production and hinders the growth of renal cysts both in vitro and ex vivo.

### MMPP delays cyst growth in ADPKD mouse model

It has been previously documented that intravenous (IV) injection of MMPP into mice leads to an accumulation of the nanoparticles in the kidneys, liver, and heart (Liu et al, 2023; Sun et al, 2019a). Sun et al demonstrated the use of Mn^2+^ to enhance T_1_-weighted magnetic resonance (MR) imaging, facilitating efficient visualization of in vivo circulation and organ distribution. Importantly, they also employed Mn^2+^ tracing in an AKI mouse model to assess MMPP distribution under renal pathological conditions, providing a crucial reference for imaging-guided AKI therapy.

During the progression of ADPKD, a prominent feature is the disruption of normal kidney and liver structures by enlarging cysts (Torres et al, 2007). Therefore, ascertaining the in vivo distribution of MMPP in ADPKD, especially its efficacy in targeting the kidney and liver, was crucial. For detection the in vivo distribution of MMPP in wild type (WT) and ADPKD mice, we utilized MR imaging to monitor in vivo MMPP distribution using a 3T MR scanner over a 24-h period. As illustrated in Fig. EV2A, our findings aligned with those of Sun et al (Sun et al, 2019a), showing a preferential accumulation of MMPP in the kidneys and liver of normal mice. As shown in Fig. EV2B,C, we also observed a pronounced accumulation of MMPP in the liver and kidneys of ADPKD mice, with a slightly prolonged accumulation duration compared to normal mice.

**Figure EV2:**
MR imaging of MMPP distribution in kidneys and liver. (**A**) MR images of MMPP in *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ mice (Dosage: 100 mg/kg). (**B**) Quantification of MMPP T_1_ signal in kidneys. (**C**) Quantification of MMPP T_1_ signal in livers.

We then investigated whether MMPP could inhibit cyst growth in ADPKD mice. The *Pkd1* knockout was induce by intraperitoneal (IP) injection of tamoxifen on postnatal days 25 (P25) and 28 (P28). The mice received IV treatment of MMPP (0.2 mg MMPP dissolved in 100 μL saline) once every 4 days from P55 for 2 months (Fig. 2A). As shown in Fig. 2B,C, MMPP treatment substantially reduced kidney size and kidney weight/body weight (KW/BW) ratio. Additionally, H&E staining revealed a marked decrease in cyst area and cystic index (Fig. 2D,E). Importantly, the renal function of ADPKD mice measured by blood urea nitrogen (BUN) (Fig. 2F) and creatinine (Appendix Fig. S3A) was substantially improved by MMPP treatment. Furthermore, we observed that MMPP treatment decreased kidney injury (Appendix Fig. S3B).

**Figure 2:**
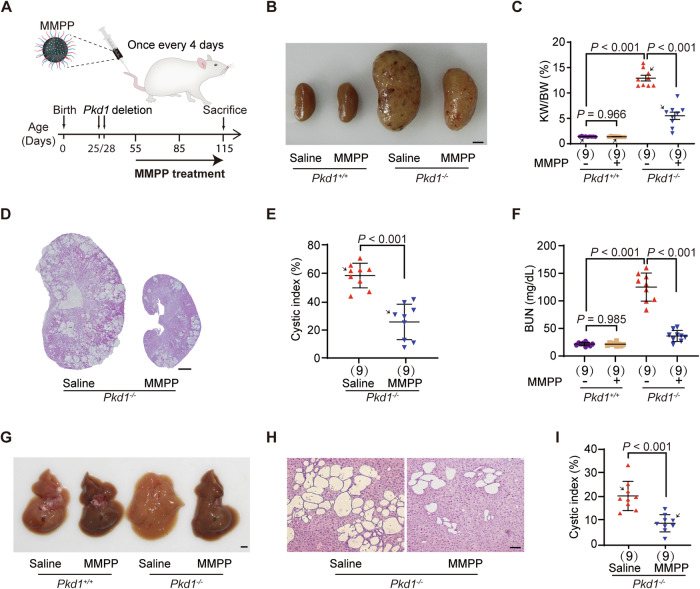
MMPP attenuates cyst growth in ADPKD mice. (**A**) Schematic diagram of experimental design in ADPKD mouse model. (**B**) Representative images of kidneys from WT and *Pkd1*^*−/−*^ mice treated with saline or MMPP. The representative images are from the data marked by black arrows in (**C**). (**C**) Ratios of kidney-weight to body-weight (KW/BW) in the indicated groups of mice (*n* = 9). (**D**) Hematoxylin and eosin (H&E) staining of kidney sections in saline- or MMPP-treated *Pkd1*^*−/−*^ mice. The representative images are from the data marked by black arrows in (**E**). (**E**) Cystic index (cyst area to total area) calculated from H&E staining sections in (**D**) (*n* = 9). (**F**) Plasma BUN levels in mice from the indicated groups (*n* = 9). (**G**) Representative images of livers from WT and *Pkd1*^*−/−*^ mice treated with saline or MMPP. (**H**) H&E staining of liver sections in saline- or MMPP-treated *Pkd1*^*−/−*^ mice. The representative images are from the data marked by black arrows in (**I**). (**I**) Cystic index calculated from H&E staining sections in (**H**) (*n* = 9). Scale bars, 2 mm (**B**, **D** and **G**) and 100 µm (**H**). Data presented as means ± SD. Two-tailed unpaired Student’s t test was used for statistical analysis in (**E**) and (**I**), two-way ANOVA with LSD test was used for statistical analysis in (**C**) and (**F**). Source data are available online for this figure.

Liver cysts are the most common extrarenal manifestation of ADPKD (Chebib and Torres, 2016). Considering the accumulation of MMPP in the liver, we investigated the therapeutic potential of MMPP in treating liver cysts. As shown in Fig. 2G–I, MMPP treatment also reduced the number and volume of liver cysts in ADPKD mice. Taken together, these results suggest that MMPP effectively inhibits the growth of kidney and liver cysts in ADPKD mice.

We subsequently conducted a systematic safety analysis of IV injection of MMPP. No abnormal behavior and weight loss, were observed throughout the treatment. Interestingly, MMPP increased body weight in ADPKD mice (Fig. EV3A). Following a 2-month regimen of IV MMPP treatment in WT mice, primary organs including the kidney, liver, spleen, lung, and heart were collected for analysis. H&E staining of these organs showed no adverse effects in the MMPP group compared to the saline group (Fig. EV3B). Additionally, comprehensive hematologic analysis was conducted on blood samples from various administration groups. The results indicated that hematologic indices in MMPP-treated group were within normal ranges (Fig. EV3C). No significant differences in liver function measured by AST/ALT levels (Fig. EV3D,E). Taken together, these findings demonstrate that MMPP, when administered intravenously exhibit high safety profiles.

**Figure EV3:**
Safety assessment of MMPP in vivo. (**A**) Growth curve of mouse body weight of *Pkd1*^*+/+*^ and *Pkd1*^*−/−*^ mice treated with saline or MMPP (*n* ≥ 3) (**B**) H&E staining of organs from mice treated with Saline or MMPP. (**C**) Hematology analysis of whole blood in MMPP-treated mice (*n* = 4). (**D**, **E**) AST (**D**) and ALT (**E**) levels in MMPP-treated mice from the indicated groups (*n* = 9). Scale bar, 50 µm. Data presented as means ± SD. Two-way ANOVA with LSD test was used for statistical analysis.

### MMPP inhibits oxidative stress by scavenging ROS in cystic kidney of ADPKD mice

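RNA-seq covered DBA-positive kidney cells of WT mice, ADPKD mice and ADPKD mice treated with MMPP, with 2 libraries in each of the 3 groups, all collected at day 115. DBA is a plant lectin that binds the surface of collecting duct epithelium, and the ADPKD mice carry a tamoxifen-induced knockout of *Pkd1*. MMPP was injected every 4 days from day 55, at a dose that the methods give as 10 mg/kg and the results give as 0.2 mg. The authors aligned the reads to GRCm38 with HISAT2, counted them on genes with featureCounts and deposited FPKM, which divides the fragments of a gene by its length and by the size of the library, for 55367 gene symbols in each library. FPKM summed to 266194 and 266726 in the WT libraries, 284459 and 281586 in the ADPKD libraries, and 350159 and 351015 in the ADPKD+MMPP libraries. Multiplied by the exon length of the gene in GENCODE vM21, the low values fell on steps of single reads, and between 98.4% and 99.0% of them came out whole. The steps gave a depth of 30.6 and 31.0 M reads in WT, 33.1 and 32.1 M reads in ADPKD, and 11.8 and 10.9 M reads in ADPKD+MMPP. The share of odd read numbers lay between 33.7% and 35.6% in the WT and ADPKD libraries and was 6.66% and 6.80% in the ADPKD+MMPP libraries. The libraries with few odd read numbers belong to 1 condition only, so this difference in how the values were made and the treatment cannot be told apart.

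Across genes, log2(FPKM + 1) correlated between replicates with Pearson's r of 0.984 in WT, 0.958 in ADPKD and 0.992 in ADPKD+MMPP, and between the ADPKD+MMPP libraries and the others with r from 0.590 to 0.679. Genes are not independent replicates. The replicates of each group differed by more than the sampling noise, with a mean chi-square per gene of 13.5, 51.2 and 2.19 in the same order. The ADPKD+MMPP replicates were the closest by both measures. Neither the paper's methods nor the sample labels state whether the 2 libraries of a group came from separate mice. If they did not, n = 2 counts libraries and not mice, and the p-values leave out variation between mice. Because the files hold FPKM and not counts, genes were tested with limma on log2(FPKM + 1), in one fit over the 6 libraries, for the 14862 genes with FPKM of at least 1 in at least 2 libraries. Fold changes are on this scale, which understates the change of genes with low FPKM. *Pkd1*, on chromosome 17 from 24549834 to 24596508, had 17.5 ± 0.380 FPKM in WT (SD, n = 2), 8.27 ± 0.898 in ADPKD (SD, n = 2) and 4.16 ± 0.247 in ADPKD+MMPP (SD, n = 2). Its log2 fold change in ADPKD against WT was -0.998 (standard error 0.13, adjusted p = 0.00566 from limma with Benjamini-Hochberg adjustment).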

To investigate the molecular mechanisms underlying the inhibitory effect of MMPP on cyst growth, we conducted transcriptomic analysis using RNA sequencing (RNA-seq) in collecting duct epithelial cells isolated from normal mice, ADPKD mice, and MMPP-treated ADPKD mice. 

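In ADPKD against WT, 3970 of the tested genes passed the paper's thresholds of fold change and P in limma, 2109 higher and 1861 lower. In ADPKD+MMPP against ADPKD, 10540 genes passed, 4143 higher and 6397 lower, and in ADPKD+MMPP against WT 10984 genes passed, 4477 higher and 6507 lower. The median log2 fold change of all tested genes was 0.03, -0.36 and -0.36 in these comparisons. Among the scalings tried, quantile normalization moved this median most in ADPKD+MMPP against ADPKD, to 0.10, and 54.0% of the called genes were then higher, against 39.3% with FPKM as deposited. The libraries of the groups did not overlap for 9960 genes in ADPKD against WT and for 13047 genes in ADPKD+MMPP against ADPKD, where chance alone gives 33.3% of the tested genes. K-means clustering of the z-scored group means into 6 clusters put 5376, 910, 1472, 1355, 3994 and 1755 genes in the clusters whose centres follow the patterns of Clusters 1 to 6. Complementary sets of the libraries, with 1 library per group in each, placed 71.1% of genes in the same cluster, against 16.6% for simulated genes without change. Chance agreement for clusters of the unequal sizes found was 23.2%.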

We identified distinctive patterns of gene expression across different clusters in response to ADPKD onset and MMPP treatment. Specifically, genes in Clusters 1 and 5 did not show expression changes in ADPKD, but were either downregulated or upregulated following MMPP treatment. In contrast, genes in Clusters 3 and 6 experienced either upregulation or downregulation after ADPKD onset, yet remained unchanged following MMPP treatment. This behavior distinguished them from genes in Clusters 2 and 4, which undergo alterations post-ADPKD onset and were effectively restored by MMPP treatment, thus referred to as “MMPP-rescued genes” (Fig. 3A).

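By the calls in the pair of comparisons, 4652 genes followed the pattern of Cluster 1, with no call in ADPKD against WT and a lower value after MMPP treatment, and 3246 followed that of Cluster 5, with a higher value after treatment. Their median log2 fold changes in ADPKD+MMPP against ADPKD were -1.56 and 1.23. A call against WT was present for 4301 and 2975 of them. These patterns differed in gene structure. The genes of the Cluster 1 pattern had a median of 6 annotated transcripts and 38.8% of exon bases in exactly 1 transcript, and those of the Cluster 5 pattern had 3 transcripts and 81.6%. Over the 12375 tested protein-coding genes, the change after MMPP treatment followed this share of exon bases with a Spearman rho of 0.649, and the change in ADPKD against WT with a rho of 0.0451. Over the 14594 annotated genes of any biotype, the rho after treatment was 0.449. Protein-coding genes with 1 annotated transcript had a median log2 fold change of 1.097 after treatment, and those with 13 or more had -1.56. When each library was centred within bins of this share, an alternative chosen after seeing the data, the Cluster 1 pattern held 3287 genes over any biotype and 2540 protein-coding genes, of which 2070 were among the 3815 protein-coding genes that had followed it before.

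**Figure D1:**
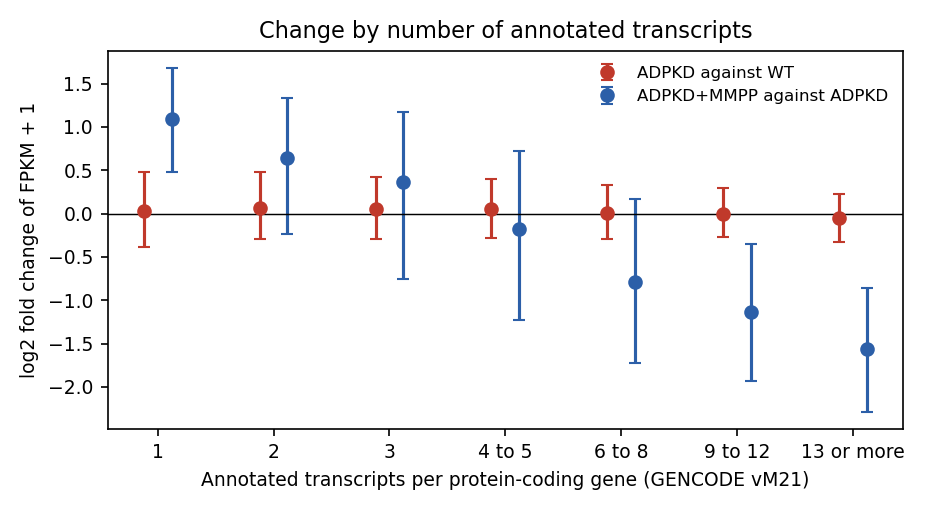
Log2 fold change of FPKM + 1 (vertical axis) of protein-coding genes by their number of annotated transcripts (horizontal axis), in ADPKD against WT (red) and ADPKD+MMPP against ADPKD (blue). Points are medians over genes and bars span the lower to upper quartiles; the blue medians go from 1.097 to -1.56 while the red ones stay between -0.05 and 0.07.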

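The pattern of Cluster 3, higher in ADPKD against WT with no call after MMPP treatment, was followed by 591 genes, and that of Cluster 6, lower in ADPKD with no call after treatment, by 737 genes. The median log2 fold changes in ADPKD against WT were 1.00 and -1.08, and those in ADPKD+MMPP against ADPKD were -0.03 and -0.16. *Lcn2* and *Krt19* followed the Cluster 3 pattern. *Lcn2* had 11.6 ± 3.69 FPKM in WT (SD, n = 2), 433 ± 249 in ADPKD (SD, n = 2) and 320 ± 8.75 in ADPKD+MMPP (SD, n = 2), and its ADPKD values of 257 and 610 FPKM lay on either side of the treated ones. *Egf* and *Sfrp2*, which were among the genes with the lowest log2 fold changes in ADPKD of those whose libraries did not overlap, followed the Cluster 6 pattern, at -4.86 and -4.27 in ADPKD against WT. The ADPKD libraries differed in these genes, with 11.4 and 0.418 FPKM of *Egf*. Its change after treatment was 2.06 and was not called; without ADPKD replicate 1 it was 3.63 and without ADPKD replicate 2 it was 0.50. That of *Sfrp2* was -0.89, and in the same order 0.50 and -2.28. In addition, 524 genes were called higher and 751 lower in both comparisons, and 2994 were called in neither.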

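The pattern of Cluster 2, lower in ADPKD and higher after MMPP treatment, was followed by 373 genes, and that of Cluster 4, higher in ADPKD and lower after treatment, by 994 genes, out of the 3970 genes called in ADPKD. Their median log2 fold changes were -0.95 and then 1.29 for the Cluster 2 pattern and 0.96 and then -1.72 for the Cluster 4 pattern. After treatment, 128 and 529 of these genes were called against WT. The largest products of both changes in the Cluster 2 pattern belonged to *Miox*, *Slc26a4*, *Ppp1r1a*, *Gm28661* and *Gpx6*. *Gm28661* is annotated as an unprocessed pseudogene, and the source of its reads was not tested. *Slc26a4* had 96.5 ± 18.2 FPKM in WT (SD, n = 2), 7.28 ± 7.26 in ADPKD (SD, n = 2) and 45.2 ± 0.201 in ADPKD+MMPP (SD, n = 2). In the Cluster 4 pattern *Esr1*, *Gm33051*, *Gsto1* and *Apoe* were among the genes with the largest products. *Esr1* had 0.201 ± 0.0573 FPKM in WT (SD, n = 2), 30.5 ± 0.219 in ADPKD (SD, n = 2) and 0.491 ± 0.0274 in ADPKD+MMPP (SD, n = 2). The ADPKD mice carry a *Cre/Esr1* transgene, and the FPKM gives no separate value for its reads. *Gm33051* was listed at 0 in both ADPKD+MMPP libraries, at 0.358 and 0 FPKM in the WT libraries, and at 37.6 and 14.8 FPKM in the ADPKD libraries.

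Across all tested genes, the log2 fold changes of the pair of comparisons correlated with Pearson's r of -0.0469. Both comparisons use the ADPKD libraries, and simulated groups without change gave an r of -0.502. Those groups hold noise alone, so their r is not the value expected for data with changes, such as these. With different ADPKD libraries in each comparison r was 0.00707. Genes are not independent replicates. At a fold change of at least 2 the patterns of Clusters 2 and 4 were followed by 121 and 407 genes, and under quantile normalization by 633 and 778 genes.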

**Figure 3:**
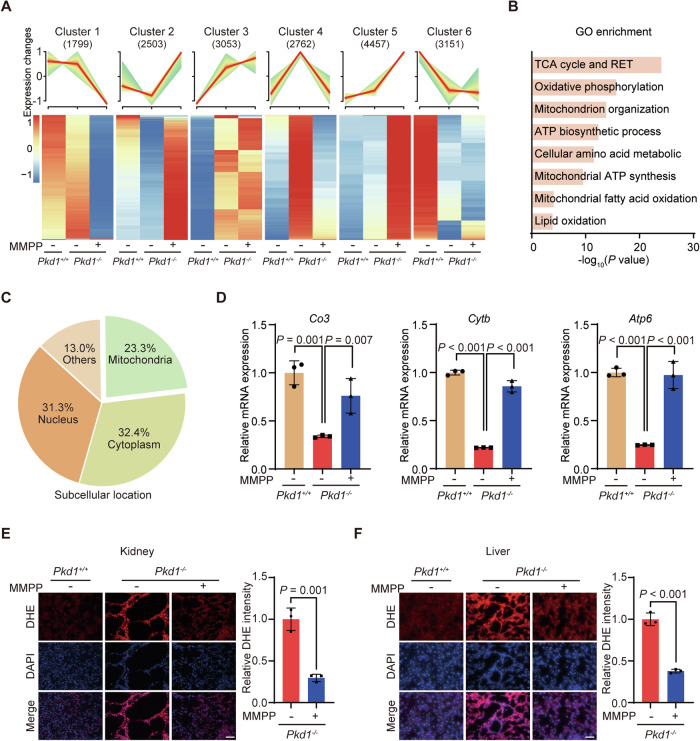
MMPP inhibits oxidative stress by scavenging ROS in ADPKD mice. (**A**) Gene expression and clustering analysis of differentially expressed genes in cystic cells isolated from WT and *Pkd1*^*−/−*^ mice treated with saline or MMPP. (**B**) Gene Ontology (GO) term enrichment analysis of Cluster 2 genes in (**A**). (**C**) Subcellular localization of the genes in Cluster 2. (**D**) RT-PCR analysis of the representative mitochondrial genes (*Co3*, *Cytb* and *Atp6*) in primary renal epithelia cells isolated from the indicated groups of mice (*n* = 3). (**E**) DHE staining (left) and quantification (right) of frozen sections of mouse kidneys (*n* = 3). (**F**) DHE staining (left) and quantification (right) of frozen sections of mouse livers (*n* = 3). Scale bars, 50 µm (**E**, **F**). Data presented as means ± SD. Hypergeometric test was used for statistical analysis in (**B**), one-way ANOVA with LSD test was used for statistical analysis in (**D**), two-tailed unpaired Student’s t test was used for statistical analysis in (**E**) and (**F**). Source data are available online for this figure.

In ADPKD, the absence of PC1 led to structural and functional abnormalities in mitochondria (Ishimoto et al, 2017), disruptions in the tricarboxylic acid (TCA) cycle (Rowe et al, 2013) and a decrease in mitochondrial oxidative phosphorylation (OXPHOS) activity (Ishimoto et al, 2017). Dysregulation in amino acid metabolism (Soomro et al, 2018; Trott et al, 2018) and in lipid oxidation pathways (Lakhia et al, 2018) have also been observed. In the analysis of Cluster 2 genes, we performed GO enrichment analysis and observed a noteworthy enrichment in pathways linked to oxidative phosphorylation and metabolism, including oxidative stress, ATP production, and amino acid metabolism (Fig. 3B). These results indicate that MMPP plays pivotal roles in alleviating ADPKD progression. 

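Gene lists for these pathways were written from general knowledge, since no GO annotation was used here, and were tested with camera from limma, with Benjamini-Hochberg adjustment over 9 lists and 2 comparisons. In ADPKD+MMPP against ADPKD, the 83 nuclear genes for subunits of the oxidative phosphorylation complexes had a median log2 fold change of 1.40 (adjusted p = 1.03e-07 from camera in limma), with 64 genes higher and 19 lower. Adjusted over the list alone, 60 were higher and 13 lower, and over all genes tested the numbers were the same. The 23 genes of the TCA cycle had a median of 1.32, the 31 genes of mitochondrial amino acid catabolism 1.17, and the 24 genes of mitochondrial fatty acid oxidation 1.04. In ADPKD+MMPP against WT the medians of these 4 lists, in the same order, were 1.25, 1.13, 1.06 and 0.78, so they lay above WT. Markers of the proximal tubule rose by a median of 2.68 in ADPKD+MMPP against ADPKD. Proximal tubule cells in the treated preparations may therefore contribute to the rise of each list.

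In ADPKD against WT, the oxidative phosphorylation genes had a median of -0.15 (adjusted p = 0.0270 from camera in limma), with 60 of 83 genes lower. Of the list, 3 genes passed the thresholds of fold change and P, 1 was lower with adjustment over the list alone, and 1 was higher and 3 lower with adjustment over all genes tested. Without ADPKD replicate 2 this median was 0.08, and without ADPKD replicate 1 it was -0.35. The medians of the TCA cycle, fatty acid oxidation and amino acid lists were -0.22, -0.06 and -0.29. Without ADPKD replicate 2 they were 0.00, 0.15 and -0.036, and without ADPKD replicate 1 they were -0.46, -0.29 and -0.52. Without WT replicate 1 the fatty acid oxidation and amino acid lists were at 0.030 and -0.13, and without WT replicate 2 the former was at -0.15. Adjusted over the list alone, 14 TCA cycle, 12 fatty acid oxidation and 20 amino acid genes were higher after treatment and 5, 5 and 7 were lower, and the numbers over all genes tested were the same. The rise of the oxidative phosphorylation genes after treatment held under fry (adjusted p = 0.0336 from limma's fry), and no list's call held with the correlation between genes estimated from the data. Centred by the share of exon bases in exactly 1 transcript, the oxidative phosphorylation median after treatment was 1.23 over protein-coding genes and 1.41 over genes of any biotype.

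**Figure D2:**
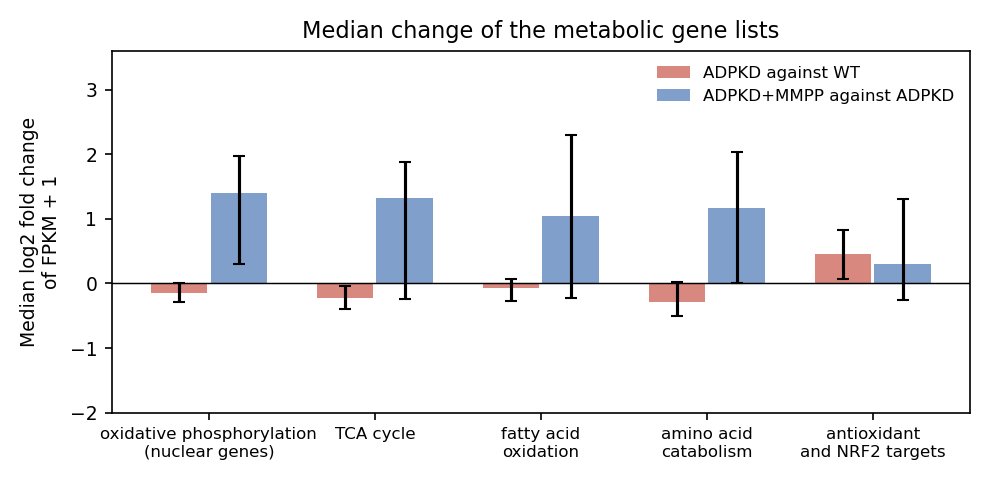
Median log2 fold change of FPKM + 1 (vertical axis) of the gene lists (horizontal axis) in ADPKD against WT (red) and ADPKD+MMPP against ADPKD (blue). Error bars span the lower to upper quartiles over the genes of a list; the oxidative phosphorylation genes sit at -0.15 and 1.40.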

Consistently, gene localization analysis revealed that nearly one-quarter of the Cluster 2 genes were located in mitochondria (Fig. 3C). We then validated the RNA-seq data by assessing the expression of several mitochondrial genes (*Co3*, *Cytb*, and *Atp6*) through quantitative real-time polymerase chain reaction (RT-PCR) analysis (Acin-Perez et al, 2004; Carr and Winge, 2003). As shown in Fig. 3D, their expression was effectively restored after MMPP treatment.

Since MMPP treatment effectively restores the expression of mitochondrial genes that are downregulated following ADPKD onset, we proceeded to examine the morphology and metabolic function of mitochondria in ADPKD kidneys post-MMPP treatment. 

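In the deposited FPKM, each of the 37 mitochondrially encoded gene symbols is listed at 0 in all 6 libraries, *mt-Co3*, *mt-Cytb* and *mt-Atp6* among them. They lie on the mitochondrial chromosome from 8607 to 9390, from 14145 to 15288 and from 7927 to 8607. Every cell uses these genes, so the listed 0 gives no measure of their expression, and their change could not be computed from these libraries.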

We first utilized transmission electron microscopy (TEM) to investigate mitochondrial integrity. As shown in Fig. EV4A, mitochondria in ADPKD kidneys exhibited fragmented and abnormal shapes, with swelling and cristae damage—aligning with previous findings (Ishimoto et al, 2017; Lin et al, 2018). In contrast, in the MMPP-treated ADPKD kidneys, we noted that the mitochondria exhibited a morphology close to normal, characterized by reduced swelling and diminished injury to the cristae. Additionally, we isolated primary renal tubule cells from the respective mouse groups to measure their oxygen consumption rate (OCR). In line with existing literature (Ishimoto et al, 2017; Lin et al, 2018), primary cells from ADPKD kidneys showed a diminished OCR in comparison to those from WT kidneys, as depicted in Fig. EV4B. Notably, primary cells from MMPP-treated ADPKD kidneys exhibited an increase in both basal and maximal respiration rates, relative to primary cells from untreated ADPKD kidneys, as shown in Fig. EV4C,D.

**Figure EV4:**
MMPP treatment improves mitochondria morphology and metabolic function in ADPKD kidneys. (**A**) TEM images of mitochondria from kidney tissues of the indicated groups. (**B**) Measurement of the mitochondrial OCR of renal primary tubule cells isolated from the indicated groups (representative of three independent experiments; *n* = 3 biological replicates). (**C**) Basal respiration of mitochondria from the indicated groups (representative of three independent experiments; *n* = 3 biological replicates). (**D**) Maximal respiration of mitochondria from the indicated groups (representative of three independent experiments; *n* = 3 biological replicates). Scale bars, 1 µm. Data presented as means ± SD. One-way ANOVA with LSD test was used for statistical analysis in (**C**) and (**D**).

To further investigate the in vivo ROS scavenging effect of MMPP, we collected kidney and liver samples and conducted ROS staining in ADPKD mice, both with and without MMPP treatment. As depicted in Fig. 3E,F, ROS levels were minimal in the kidneys and livers of normal mice, whereas they were prominently present in the tissues of ADPKD mice. Importantly, ROS staining in the kidneys and liver of ADPKD mice showed a marked reduction following MMPP treatment (Fig. 3E,F). Similarly, 8-hydroxy-2’-deoxyguanosine (8-OHdG) staining revealed that MMPP treatment decreased oxidative stress in ADPKD mice (Appendix Fig. S4).

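The list of antioxidant enzymes and NRF2 targets, of which 26 genes were tested, had a median log2 fold change of 0.45 in ADPKD against WT (adjusted p = 0.01 from camera in limma), with 20 genes higher and 6 lower. Adjusted over the list alone, 10 were higher and 1 lower, and over all genes tested 8 were higher and 1 lower. In ADPKD+MMPP against ADPKD its median was 0.30 (adjusted p = 0.0433 from camera in limma), with 17 genes higher and 9 lower. Across the scalings this median went from -0.01, when the libraries were rescaled to a common sum, to 0.64 under TMM factors. *Nfe2l2*, which encodes NRF2, lies on chromosome 2 from 75675513 to 75704641. It had 87.7 ± 1.63 FPKM in WT (SD, n = 2), 60.6 ± 5.09 in ADPKD (SD, n = 2) and 152 ± 1.83 in ADPKD+MMPP (SD, n = 2). Its log2 fold change after treatment was 1.32 (standard error 0.12, adjusted p = 0.000217 from limma), and when centred by the share of exon bases in exactly 1 transcript it was 0.19 over protein-coding genes and 1.01 over genes of any biotype.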

Overall, these findings strongly indicate that MMPP treatment efficiently decreases the ROS level, restore mitochondrial morphology and metabolic functions in ADPKD mice through upregulation of crucial genes involved in maintaining oxidative balance and ROS homeostasis.

### MMPP decreases CREB target gene expression in cyst-lining epithelial cells

Transcription factors (TFs) play crucial roles in the regulation of gene expression. Our previous study demonstrated that the activation of CREB enhances cyst growth in ADPKD by upregulating the expression of genes associated with cystogenesis. Targeting CREB has shown promising therapeutic potential in animal models of ADPKD (Kakade et al, 2016; Liu et al, 2021). CREB regulates gene expression by binding to specific DNA sequences called cAMP response elements (CREs) (Conkright et al, 2003; Lonze and Ginty, 2002). Interestingly, transcriptomic analysis revealed that nearly one-third of Cluster 4 MMPP-rescued genes are CREB targets, which contain CRE sequences in their promoter and/or enhancer regions (Fig. 4A), suggesting MMPP might regulate CREB transcriptional activity. Interestingly, CREB target genes were more prominently enriched in a subset of MMPP-rescued Cluster 4 genes, which were highly expressed in ADPKD renal cells, suggesting their potential involvement in driving the progression of ADPKD (Fig. 4B).

**Figure 4:**
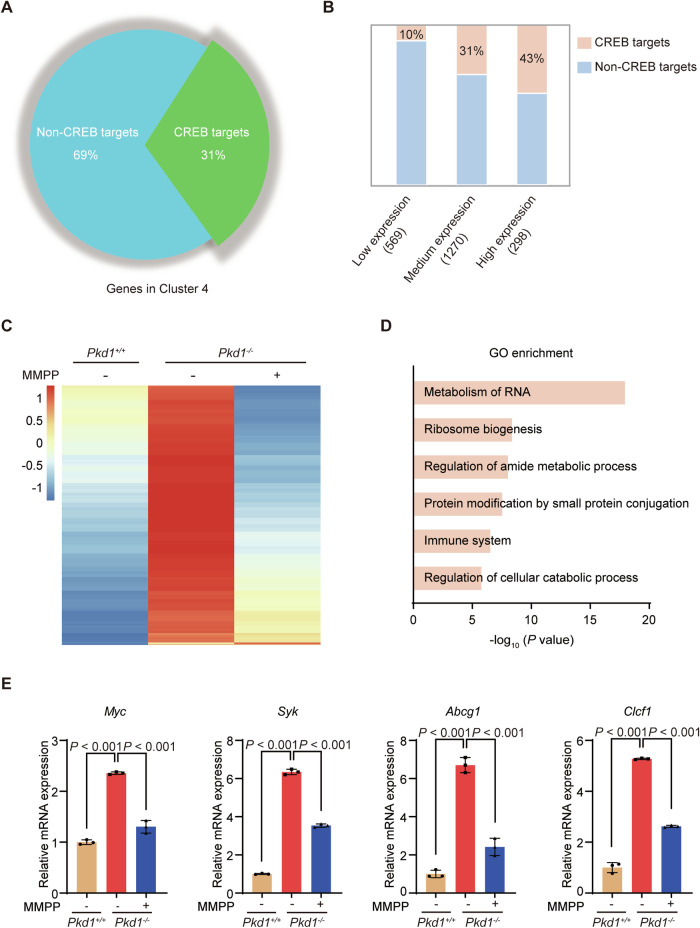
MMPP inhibits the expression of CREB target genes in ADPKD mice. (**A**) Venn diagram illustrating the proportion of CREB target genes within Cluster 4 genes. (**B**) The proportions of CREB targets in genes with low, medium, or high expression level in ADPKD renal epithelial cells. (**C**) Heatmap displaying the expression levels of CREB targets within Cluster 4 genes. (**D**) GO term enrichment analysis of CREB target genes in (**A**). (**E**) RT-PCR analysis of representative CREB target genes (*Myc*, *Syk*, *Abcg1*, and *Clcf1*) in primary renal epithelia cells isolated from the indicated groups of mice (*n* = 3). Data presented as means ± SD. Hypergeometric test was used for statistical analysis in (**D**), one-way ANOVA with LSD test or Dunnett’s T3 test was used for statistical analysis. Source data are available online for this figure.

Notably, the expression of these CREB targets was higher in ADPKD mice compared to normal mice, whereas their expression levels were effectively restored in ADPKD mice treated with MMPP (Fig. 4C). GO analysis revealed that MMPP-rescued CREB target genes in ADPKD were linked to key pathways such as RNA metabolism, ribosome biogenesis, amide metabolic processes, and immune system function (Fig. 4D). Furthermore, we examined the expression of several CREB target genes (*Myc*, *Sky*, *Abcg1*, and *Clcf1*), known for their involvement in ADPKD pathogenesis (Booij et al, 2017; Lee et al, 2020; Liu et al, 2019; Pandey et al, 2011). 

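A list of ribosome biogenesis factors had 67 genes tested. In ADPKD against WT their median log2 fold change was 0.21 (adjusted p = 0.00811 from camera in limma), with 51 genes higher and 16 lower. In ADPKD+MMPP against ADPKD the median was 0.02 (adjusted p = 0.368 from camera in limma), with 34 genes higher and 33 lower. Adjusted over the list alone, 29 were higher and 30 lower after treatment, as over all genes tested. Without ADPKD replicate 1 the median after treatment was -0.07, and without ADPKD replicate 2 it was 0.12. Across the scalings it went from -0.27, with a common sum, to 0.44 under quantile normalization. The list covers the factors as a whole and not the CREB targets among them, which were not analysed here as a set.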

Consistent with the RNA-seq data, MMPP treatment effectively inhibited the upregulation of these CREB target genes in ADPKD (Fig. 4E).

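In the RNA-seq data the 4 genes followed the Cluster 4 pattern, with higher FPKM in both ADPKD libraries than in both WT libraries, and lower FPKM in both ADPKD+MMPP libraries than in both ADPKD libraries. *Myc*, on chromosome 15 from 61985391 to 61990374, had 32.9 ± 4.13 FPKM in WT (SD, n = 2), 83.5 ± 11.3 in ADPKD (SD, n = 2) and 1.11 ± 0.337 in ADPKD+MMPP (SD, n = 2). Its log2 fold change was 1.32 in ADPKD and -5.33 after treatment (adjusted p = 2.2e-05 from limma), and its log2 fold change against WT was -4.01. *Syk*, on chromosome 13 from 52583173 to 52648792, had 1.11 ± 0.162, 5.72 ± 2.04 and 0.301 ± 0.00982 FPKM in the same order (SD, n = 2 each), with a log2 fold change of -2.34 after treatment (adjusted p = 0.000249 from limma). *Abcg1*, on chromosome 17 from 31057675 to 31117988, had 2.66 ± 0.606, 11.9 ± 6.16 and 4.55 ± 0.224 FPKM (SD, n = 2 each), with -1.13 after treatment (adjusted p = 0.0237 from limma). *Clcf1*, on chromosome 19 from 4214238 to 4223490, had 10.7 ± 0.662, 33.7 ± 12.5 and 15.1 ± 0.451 FPKM (SD, n = 2 each), with -1.06 after treatment (adjusted p = 0.00954 from limma).

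The call of *Abcg1* after treatment was lost under TMM factors, at -0.83, and under quantile normalization, at -0.67. Without ADPKD replicate 2, the changes of *Abcg1* and *Clcf1* after treatment were -0.62 and -0.69. Centred by the share of exon bases in exactly 1 transcript, the 4 genes were called lower over protein-coding genes, and 3 of them over genes of any biotype, where *Clcf1* was at -0.61. Tested together with camera in limma, the 4 genes had an adjusted p of 0.00811 in ADPKD and 0.101 after treatment.

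**Figure D3:**
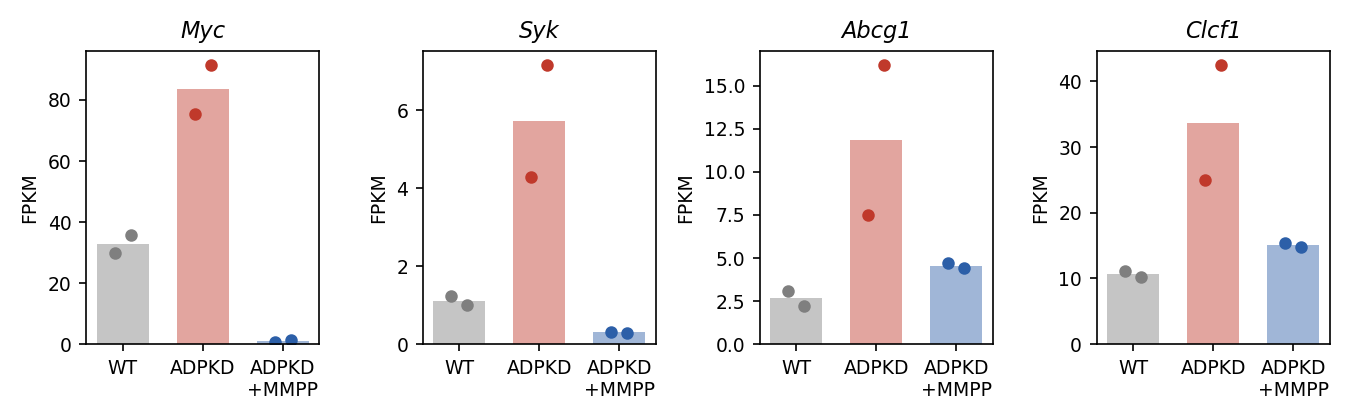
FPKM (vertical axes, each starting at 0) of *Myc*, *Syk*, *Abcg1* and *Clcf1* in the 3 groups. Bars are means and points are the 2 libraries of each group; *Myc* has 75.5 and 91.5 FPKM in ADPKD and 0.873 and 1.35 in ADPKD+MMPP.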

In summary, these transcriptomic analyses suggest that MMPP inhibits ADPKD progression by exerting a dual effect. On one hand, it enhances the expression of mitochondrial functional genes, contributing to improved ROS clearing. On the other hand, it decreases the expression of CREB target genes, which are associated with ADPKD progression.

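The CREB targets of the paper's heatmap were not used here as a list. A textbook list of classical CREB targets had 34 genes tested. Its median log2 fold change in ADPKD against WT was -0.51 (adjusted p = 0.00624 from camera in limma), with 8 genes higher and 26 lower. Dissociation and heat shock genes outside the CREB list had a median of -0.39 in that comparison, with 5 genes higher and 12 lower. A difference in the response to tissue dissociation may therefore contribute to the lower CREB list in ADPKD. This was not tested, so the fall cannot be read as lower CREB activity. In ADPKD+MMPP against ADPKD the median of the CREB list was -0.37 (adjusted p = 0.959 from camera in limma), with 16 genes higher and 18 lower. The median of all tested genes was -0.36 after treatment. Without ADPKD replicate 2 the list was at -0.22, and across the scalings it went from -0.64 with a common sum to -0.065 under TMM factors. Adjusted over the list alone, 11 were higher and 16 lower after treatment, as over all genes tested. Centred by the share of exon bases in exactly 1 transcript, the median after treatment was -0.32 over protein-coding genes and 0.00 over genes of any biotype. *Nr4a2* had 41.7 ± 4.43 FPKM in WT (SD, n = 2), 28.2 ± 7.60 in ADPKD (SD, n = 2) and 4.20 ± 0.510 in ADPKD+MMPP (SD, n = 2), and its log2 fold change after treatment of -2.47 was -0.73 and -0.76 when centred in these ways. *Creb1* itself had 3.56 ± 0.0339, 2.07 ± 0.107 and 2.59 ± 0.0187 FPKM in the same order (SD, n = 2 each). From mitochondrial functional genes and CREB target genes together, the paper proposes a dual effect through which MMPP slows the progression of ADPKD.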

### MMPP inhibits CREB target genes expression through interacting with CREB

Next, we aimed to investigate the molecular mechanisms underlying the inhibitory effect of MMPP on CREB target genes expression. The inducible cAMP early repressor (*ICER*) is an endogenous repressor of cAMP-responsive element (CRE)-mediated gene transcription and belongs to CREB/CRE modulator (CREM)/ ATF-1 gene family (Borlikova and Endo, 2009; Lonze and Ginty, 2002), *NR4A2* belongs to the nuclear receptor 4 family of orphan nuclear receptors, CREB binds to its promoter with FSK treatment (Volakakis et al, 2010), both of which are classic CREB targets and the expression can be influenced by CREB transcriptional activity. To address this, we first examined the effect of MMPP on the expression of CREB targets in vitro. As shown in Fig. 5A, FSK treatment markedly increased the expression of two CREB target genes, while pretreatment with MMPP dose-dependently suppressed their activation. We next tested the effect of MMPP in an immortalized *Pkd1*-null tubular epithelial cell line (PN) characterized by high endogenous cAMP levels (Sun et al, 2019b). Consistent with the results observed in 293T cells, the expression of *Icer* and *Nr4a2* was substantially reduced in MMPP-treated PN cells (Appendix Fig. S5). In addition, we observed a dose-dependent suppression of cAMP-induced CRE-luciferase reporter activity by MMPP treatment (Fig. 5B). These data suggest that MMPP can inhibit the expression of CREB target genes induced by high cAMP levels in cells cultured in vitro.

**Figure 5:**
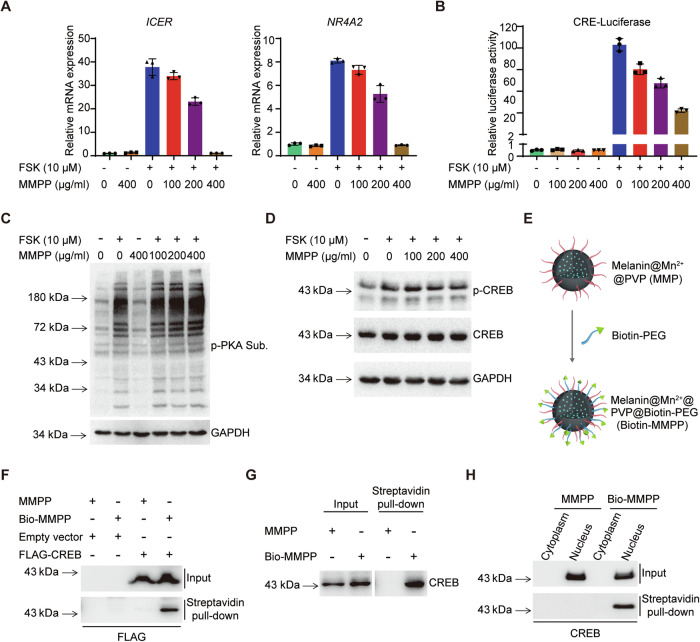
MMPP inhibits CREB target gene expression through interacting with CREB. (**A**) RT-PCR analysis of representative CREB target genes (*ICER* and *NR4A2*) in 293T cells treated with the indicated doses of FSK and MMPP for 24 h (representative of three independent experiments; *n* = 3 biological replicates). (**B**) Quantification of CRE-luciferase activity in 293T cells treated with the indicated doses of FSK and MMPP for 24 h (representative of three independent experiments; *n* = 3 biological replicates). (**C**) Western blot analysis of PKA activity in 293T cells treated with the indicated doses of MMPP for 24 h, followed by 1-h FSK treatment. (**D**) Western blot analysis of p-CREB in 293 T cells treated as in (**C**). (**E**) Schematic illustration of Biotin-MMPP nanoparticle synthesis. (**F**) Streptavidin pull-down assays examining the interactions between Bio-MMPP (400 µg/mL) and FLAG-CREB in 293T cells. (**G**) Streptavidin pull-down assays examining the interactions between Bio-MMPP (400 µg/mL) and endogenous CREB in 293T cells. (**H**) Streptavidin pull-down assays examining the interactions between Bio-MMPP (400 µg/mL) and endogenous CREB in the cytosol and nuclear fractions of 293T cells. Data presented as means ± SD. Source data are available online for this figure.

cAMP activates protein kinase A (PKA), which further phosphorylates CREB, promoting CREB’s transcriptional activity (Screaton et al, 2004; Zhang et al, 2020a). We then tested whether MMPP affects the expression of CREB targets by modulating PKA activity. PKA activity can be evaluated using a phosphorylation antibody specific to PKA substrates, which recognizes the consensus sites of all PKA substrates (R(R/K)X(S*/T*)). As shown in Fig. 5C, FSK treatment resulted in a marked enhancement of PKA substrate phosphorylation. Interestingly, pre-treatment with MMPP did not impact this FSK-induced PKA substrate phosphorylation. The phosphorylation status of CREB is also crucial for the activation of its downstream targets. Notably, we observed a substantial increase in CREB phosphorylation following 1 h of FSK treatment, while MMPP pretreatment did not hinder this elevation of CREB phosphorylation (Fig. 5D). In summary, these findings indicate that MMPP does not inhibit the activation of CREB targets by modulating PKA activity or CREB phosphorylation.

The aforementioned results have prompted us to speculate on the possibility that MMPP suppresses CREB target genes by interacting with CREB. Previous studies have shown that MNPs with diameters larger than 80 nm predominantly localize in the cytoplasm (Kwon et al, 2022). Since CREB is a transcription factor that regulates gene transcription within the cell nucleus, we first assessed the intracellular distribution of our ultrasmall MMPP, particularly its ability to penetrate the cell nucleus. To test this, we modified MMPP nanoparticles by conjugating PEG with Biotin to create biotin-labeled MMPP nanoparticles (Bio-MMPP) (Fig. 5E). We then co-stained Bio-MMPP with various organelle markers—DAPI for nucleus, LAMP1 for lysosomes, TOM20 for mitochondria, and Calnexin for endoplasmic reticulum (ER). Our observations revealed that MMPP primarily localizes within the nucleus and lysosomes. Additionally, a fraction of MMPP was found to colocalize with mitochondria, whereas only minimal colocalization with ER was detected (Appendix Fig. S6).

To examine the interaction between Bio-MMPP and CREB, we overexpressed FLAG-CREB in 293T cells and treated them with 400 µg/mL of Bio-MMPP in the culture medium for 24 h. Next, the cells were harvested and cell lysate was pull-downed by streptavidin beads. As shown in Fig. 5F, a robust interaction between Bio-MMPP and FLAG-CREB was observed. We next examined the interaction of Bio-MMPP with endogenous CREB proteins by streptavidin beads pull-down, which revealed a robust interaction between Bio-MMPP and endogenous CREB proteins (Fig. 5G). We further conducted pull-down assays following cytoplasmic and nuclear fractionation in Bio-MMPP-treated 293T cells. We observed a specific interaction between MMPP and endogenous CREB in the nuclear fraction (Fig. 5H), suggesting that MMPP may enter the nucleus and bind to CREB within the nucleus.

### MMPP directly interacts with CREB through the bZIP domain

To determine if there is a direct interaction between MMPP and CREB, we first purified the recombinant mCherry-CREB fusion protein from *E. coli* BL21 cells and generated Fluorescein isothiocyanate (FITC)-MMPP nanoparticles by conjugating FITC with PEG (Fig. 6A). Next, we added FITC-MMPP (100 µg/mL) to the solution containing 10% PEG 8000, which acts as a crowding agent, with 40 µM purified mCherry-CREB or mCherry. As depicted in Fig. 6B, the mCherry-CREB protein, but not mCherry, exhibited droplet formation in the presence of crowding agents, and it colocalized with FITC-MMPP within these droplets. These observations indicate a direct interaction and colocalization between CREB and MMPP.

**Figure 6:**
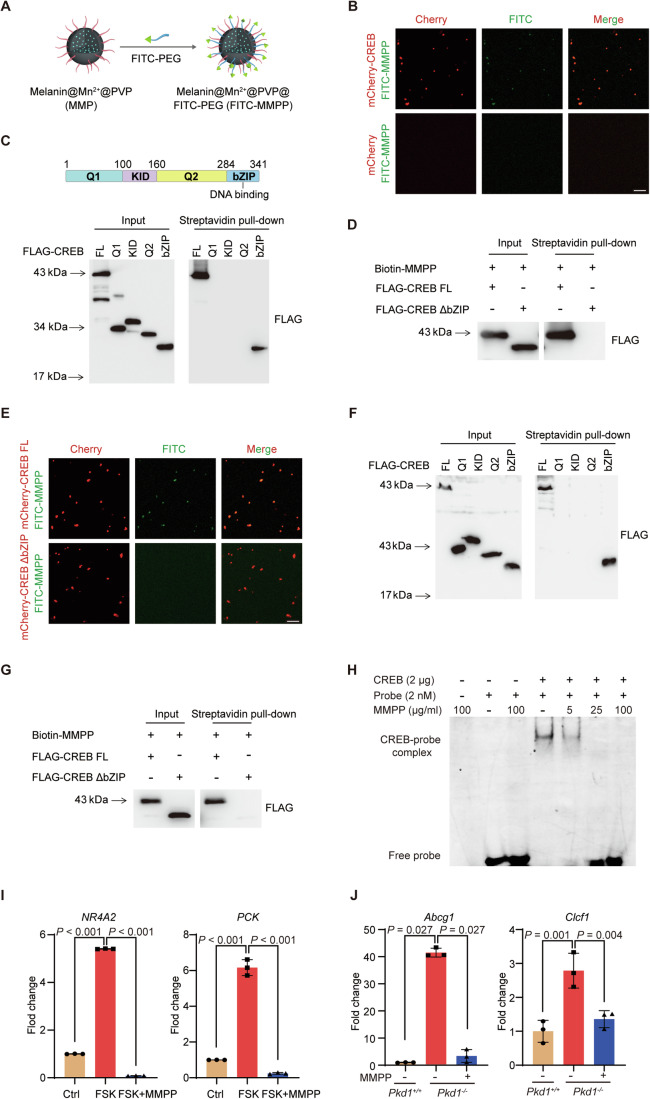
MMPP directly interacts with CREB through the bZIP domain. (**A**) Schematic illustration of FITC-MMPP nanoparticle synthesis. (**B**) Representative images of in vitro colocalization analysis of purified Cherry/Cherry-CREB (40 µM) and FITC-MMPP nanoparticles (100 µg/mL). (**C**) Schematic diagram illustrating the functional domains of CREB (top) and Streptavidin pull-down assay (bottom) examining the interactions between Bio-MMPP (400 µg/mL) and purified CREB proteins containing full-length (FL) CREB, Q1 domain, KID domain, Q2 domain, or bZIP domain. (**D**) Streptavidin pull-down assay examining the interactions between Bio-MMPP (400 µg/mL) and purified full-length CREB or CREB▵bZIP truncated proteins. (**E**) Representative images of in vitro colocalization analysis of purified Cherry-CREB (40 µM)/Cherry-CREB▵bZIP (40 µM) and FITC-MMPP nanoparticles (100 µg/mL). (**F**) Streptavidin pull-down assays examining the interactions between Bio-MMPP (400 µg/mL) and full-length CREB, Q1 domain, KID domain, Q2 domain, or bZIP domain in 293T cells. (**G**) Streptavidin pull-down assays examining the interactions between Bio-MMPP (400 µg/mL) and full-length CREB or CREB▵bZIP overexpressed in 293T cells. (**H**) EMSA assays analyzing CREB binding to the CRE DNA probes with the indicated doses of MMPP treatment. (**I**) ChIP-qPCR analysis of p-CREB occupancy on *NR4A2* and *PCK* genes in 293T cells with indicated treatments (representative of three independent experiments; *n* = 3 biological replicates). (**J**) ChIP-qPCR analysis of p-CREB occupancy on *Abcg1* and *Clcf1* genes in primary renal epithelial cells isolated from WT and *Pkd1*^*−/−*^ mice treated with saline or MMPP (representative of three independent experiments; n = 3 biological replicates). Scale bars, 10 µm (B and E). Data presented as means ± SD. One-way ANOVA with LSD test was used for statistical analysis. Source data are available online for this figure.

We then sought to identify the protein domain mediating the interaction between CREB and MMPP. The human CREB protein consists of four domains, including two glutamine-rich domains (Q1, amino acid 1–100 & Q2, amino acid 161–284), one kinase-inducible domain (KID, amino acid 101–160), and one leucine zipper domain (bZIP, amino acid 285-341) (Schumacher et al, 2000). We purified four truncated CREB proteins from *E. coli* BL21 cells, each containing a FLAG tag at the N-terminal. Bio-MMPP was then introduced into the solution containing purified full-length or truncated FLAG-CREB proteins, and MMPP pull-down assays were performed using Streptavidin beads. As shown in Fig. 6C, only the full-length CREB and bZIP domain exhibited an interaction with MMPP nanoparticles in vitro. Consistently, recombinant CREB proteins lacking the bZIP domain showed no interaction with MMPP (Fig. 6D). Similarly, the purified mCherry-CREB ΔbZIP proteins, while still capable of forming droplets, failed to recruit MMPP into these droplets (Fig. 6E).

To validate the interaction between MMPP and bZIP domain of CREB in mammalian cells, we overexpressed either full-length or truncated CREB in 293T cells and performed pull-down assays after Bio-MMPP treatment. As shown in Fig. 6F, only the bZIP domain of CREB interacted with MMPP in 293T cells, while other domains did not. Additionally, the CREB proteins lacking the bZIP domain (FLAG-CREB ΔbZIP) no longer interacted with MMPP (Fig. 6G). Taken together, these data suggest that the bZIP domain was critical for the direct interaction between CREB and MMPP both in vitro and in vivo.

### MMPP disrupts CREB DNA binding by competitively interacting with the bZIP domain

The bZIP domain of CREB binds CRE and is critical for the activation of CREB targets (Conkright et al, 2003; Schumacher et al, 2000). We thus hypothesized that MMPP may disrupt the CREB-CRE interaction by competing with CRE for bZIP interaction. To test this, we first synthesized a Cy3-labeled 30-nt double-stranded oligonucleotide probe (dsDNA) containing the CRE sequence. Next, we performed an electrophoretic mobility shift assay (EMSA) to determine the dsDNA binding affinity of recombinant CREB proteins in the present of MMPP. As shown in Fig. 6H, CREB exhibited robust binding to the CRE probes in the absence of MMPP. MMPP alone did not bind to the CRE probes; however, it dose-dependently reduced the binding affinity of CREB to the CRE probes. These findings indicate that MMPP disrupts the interaction between CREB and the CRE sequence in vitro.

To test whether MMPP blocks CREB-CRE binding in vivo, we examined the recruitment of p-CREB, the activated form of CREB, on CREB targets by performing a chromatin immunoprecipitation (ChIP) analysis of CREB in 293T cells with or without MMPP pre-treatment. As demonstrated in Fig. 6I, the recruitment of p-CREB on *NR4A2* and *PCK*, two classic CREB target genes, was significantly increased with FSK treatment but markedly decreased in cells with MMPP pre-treatment. We then sought to investigate whether MMPP suppresses CREB transcription activity by disrupting CREB DNA binding in ADPKD mice. Consistent with the results obtained in 293T cells, the binding of p-CREB on the two selected CREB target genes, *Abcg1* and *Clcf1*, was markedly decreased in MMPP-treated ADPKD mice (Fig. 6J). Taken together, these data suggest that MMPP inhibits the expression of CREB targets by interfering the recruitment of activated CREB to CRE DNA element of CREB target genes.

### MMPP’ inhibition on CREB transcriptional activity is independent of ROS scavenging

To determine if the inhibitory effect of MMPP on CREB is dependent on its general ROS scavenging activity, we conducted experiments using another two well-known antioxidants, sulforaphane (SFN) and N-acetylcysteine (NAC). SFN functions by activating the Nrf2 pathway, thus boosting the body’s antioxidant defenses (Hong et al, 2010), while NAC acts to replenish glutathione levels, directly mitigating oxidative stress (Xie et al, 2018). The efficacy of these compounds in treating ADPKD has been previously established by our group and others (Lu et al, 2020; Moyses et al, 2016). WT 9-12 cells, which are derived from cysts of human PKD patients, exhibit elevated ROS levels compared to normal kidney collecting duct cells (Ishimoto et al, 2017). We conducted ChIP-qPCR assays on these cells treated with MMPP, SFN, or NAC. As shown in Appendix Fig. S7, there was a marked decrease in p-CREB recruitment on *NR4A2* and *PCK* genes in MMPP-treated cells. In contrast, such changes were not observed in cells treated with either SFN or NAC. These findings indicate that the inhibition of CREB binding to DNA by MMPP occurs independently of its ROS scavenging activity, highlighting the specificity of MMPP in targeting CREB function.

## Discussion

Owing to their excellent biocompatibility and potent capacity to scavenge a wide range of reactive oxygen and nitrogen species, MNPs have been extensively utilized in the antioxidant treatment of ROS-related diseases, including ischemic stroke, periodontal disease, and acute injuries affecting the myocardium, lungs, and kidneys (Bako et al, 2022; Bao et al, 2018; Cao et al, 2023; Kwon et al, 2022; Liu et al, 2023; Liu et al, 2017; Mavridi-Printezi et al, 2023; Sun et al, 2019a; Zhao et al, 2018). Nevertheless, the therapeutic potential of MNPs in the context of chronic progressive diseases remains largely unexplored. One such chronic disorder is ADPKD, which is characterized by an extended disease course spanning several decades. In ADPKD, the principal clinical objectives are centered around enhancing renal function and impeding the progression of the disease (Borrego Utiel and Espinosa Hernandez, 2023; Zhou and Torres, 2023). Due to the loss of *PKD1/2* genes, cyst development can be initiated in the epithelial cells of different segments of the tubule (Bergmann et al, 2018; Calvet, 1998). To effectively traverse the kidney’s filtration barrier and reach the renal tubular cells, we synthesized ultra-small MMPP with a diameter of 6 nm. Through in vivo biodistribution studies, we have observed their remarkable propensity to accumulate within renal tubular epithelial cells, particularly in proximal tubule cells. Importantly, administration of MMPP in ADPKD mouse models effectively suppresses oxidative stress, inhibits cystic epithelial cell growth, and leads to a notable improvement in renal function. Thus, this work broadens our understanding of MNPs in terms of their in vivo distribution patterns and therapeutic applications, thereby offering crucial insights for their prospective utilization in the treatment of diverse chronic ailments.

The identification and characterization of intracellular biomolecular targets of nanoparticles, similar to small molecular drugs, are crucial for understanding the biological mechanisms underlying their actions and developing safer and more effective nanoparticles, thereby facilitating future clinical translation (Augustine et al, 2020). However, whether MNPs can selectively target intracellular biomolecules and elicit specific biological responses, beyond their conventional antioxidant effects, remains elusive. Our previous research has demonstrated that inhibiting the transcriptional activity of CREB, a crucial downstream transcription factor of cAMP, effectively delays the progression of ADPKD by suppressing the expression of cyst-promoting genes (Liu et al, 2021). In the current study, we found that MMPP can directly interact with the bZIP domain of CREB, thereby competitively inhibiting the binding of CREB to target genes and suppressing CREB target gene expression. Therefore, MMPP exhibits promising therapeutic potential by simultaneously targeting two pivotal signaling pathways involved in ADPKD, namely oxidative stress and cAMP-CREB (Fig. 7). MMPP’s unique mechanism of action, which not only scavenges ROS but also inhibits CREB transcriptional activity, particularly in the kidney and liver, suggests that MMPP could be a promising treatment for ADPKD.

**Figure 7:**
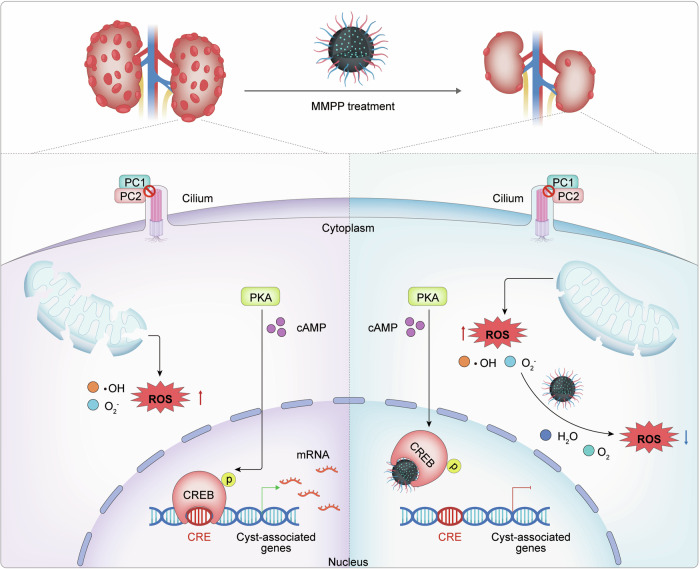
Schematic illustration of the mechanism by which MMPP ameliorates ADPKD progression through dual inhibition. The left part shows that ROS accumulation and CREB hyperactivation accelerate ADPKD progression. The right part illustrates that MMPP treatment reduces ROS levels in the cytoplasm and inhibits CREB transactivation in the nucleus, thereby improving ADPKD progression. ROS reactive oxygen species, CRE cAMP response element, ·OH hydroxyl radical, O_2_^−^ superoxide anion radical.

The dysregulation of the cAMP-CREB signaling pathway is closely linked to the development of various diseases, such as cancer, neurological disorders, metabolic disorders and cardiovascular diseases (Bockus and Humphries, 2015; Dinevska et al, 2023; Ichiki, 2006; Wang et al, 2018; Zhang et al, 2020a), highlighting the potential of MNPs as a therapeutic approach for these conditions. However, it is important to recognize that the extensive regulatory influence of CREB across a wide array of genes and tissues raises the possibility of significant on-target adverse effects when utilizing drugs targeting CREB. While our thorough safety evaluations confirm a high safety profile, additional research using alternative ADPKD mouse models, notably those with slower progression such as the *Pkd1*^*RC/RC*^ model, is essential to verify long-term effects and safety. Moreover, conducting studies in larger animal models, such as the porcine ADPKD model that more closely mirrors human physiology, will be instrumental in supporting its clinical application. Collectively, our study has expanded the understanding of the mechanism of action of MNPs and offered new prospects for developing safer and more effective MNPs with broader applications.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
*Pkd1*^*fl/fl*^*;Cre/Esr1*^+^ (*M. musculus*)	(Yang et al, 2018)	
Embryonic kidney (*M. musculus*)	(Sun et al, 2019b)	
3D MDCK (*Canis familiaris*)	(Magenheimer et al, 2006)	
**Recombinant DNA**		
pCREB	(Schumacher et al, 2000)	
pCREB-Q1	(Schumacher et al, 2000)	
pCREB-KID	(Schumacher et al, 2000)	
pCREB-Q2	(Schumacher et al, 2000)	
pCREB-bZIP	(Schumacher et al, 2000)	
**Antibodies (dilution)**		
p-PKA substrate 1:1000	Cell Signaling Technology	#9624
CREB 1:1000	Cell Signaling Technology	#9192
p-CREB 1:1000	Cell Signaling Technology	#9198
FLAG-HRP 1:5000	Sigma-Aldrich	#A8592
8-OHdG 1:200	Bioss	#bs-1278R
PEG 1:50	GenScript	#A01795
AQP2 1:1000	Proteintech	#29386-1-AP
SYNPO 1:200	Proteintech	#21064-1-AP
LRP2 1:100	ABclonal	#A3612
**Oligonucleotides and other sequence-based reagents**		
RT-PCR primers	This study	Appendix Table S1
ChIP-qPCR primers	This study	Appendix Table S2
**Software**		
SPSS	www.ibm.com/spss	

### Preparation of MMPP/Bio-MMPP/FITC-MMPP

The MMPP nanoparticles were synthesized following established procedures in (Sun et al, 2019a). Initially, 5 mg of melanin (Sigma-Aldrich, M8631) was dissolved in 5 mL of DMSO and stirred. Subsequently, 18 mg of MnCl_2_⋅4H_2_O and 50 mg of PVP in 5 mL of DMSO were added to the solution. After 12 h of stirring, the mixture was introduced to 100 mL of H_2_O. The Melanin-Mn-PVP nanoparticles were then purified through centrifugal ultrafiltration. Following this, the pH of the Melanin-Mn-PVP solution was adjusted to 9.5 using an ammonium hydroxide solution. It was then combined with HS-PEG (5 mL, 10 mg/mL) or HS-PEG-Biotin (5 mL, 10 mg/mL) or HS-PEG-FITC (0.5 mL HS-PEG-FITC, 10 mg/mL + 4.5 mL HS-PEG, 10 mg/mL) under argon gas protection and stirred continuously for 12 h. Finally, the nanoparticles were purified through multiple rounds of centrifugal ultrafiltration (molecular weight cutoff 30 kDa) using deionized water.

### Cell culture

HEK293T cells (ATCC, CRL-3216), HK-2 cells (ATCC, CRL-2190), and WT 9-12 cells (Lu et al, 2020) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS). Primary cells and *PKD1* null (PN) cells (Mi et al, 2020) were cultured in DMEM/F12 supplemented with 3% FBS and 0.75 μg/L γ-interferon (Sigma-Aldrich, I4777), 1 g/L insulin, 0.67 mg/L sodium selenite, 0.55 g/L transferrin (Thermo Fisher, 41400045), 0.1 μM 3,3,5-triido-l-thyronine (Sigma-Aldrich, T6397) and 1% penicillin–streptomycin. Cells obtained from ATCC were authenticated by SRT profile, all of the cells were tested for the presence of mycoplasma contamination and were maintained at 37 °C incubator containing 5% CO_2_.

### Western blot

Cells were lysed in RIPA buffer (150 mm NaCl, 1.0% NP-40, 50 mm Tris-HCl pH 8.0, 1% sodium dodecyl sulfate, 0.5% sodium deoxycholate) supplemented with protease inhibitor cocktail (Roche) and phosphatase inhibitor cocktail (Roche). Subsequently, SDS loading buffer was added, followed by boiling for 10 min. Antibodies used included p-PKA Substrate, CREB, p-CREB, FLAG tag (Reagents and tools table).

### Immunohistochemistry

Mouse kidneys were fixed in 10% formalin overnight and then embedded in paraffin. Tissue sections were blocked with 3% H_2_O_2_ for 15 min and then blocked by 5% BSA for 1 h at room temperature. Subsequently, the sections were incubated overnight at 4 °C with the following primary antibodies: 8-OHdG, PEG, AQP2, SYNPO, or LRP2 (Reagents and tools table). Following the primary antibody incubation, the sections were incubated with an anti-mouse/rabbit HRP secondary antibody. Finally, the sections were imaged using a microscope (BX51, Olympus).

### DHE staining

For WT and ADPKD mice, adult mouse kidneys were dissected and immediately frozen. The frozen kidneys were then cut into 5–7 μm sections. These sections were treated with a DHE staining solution (Invitrogen, D11347) and incubated for 30 min in a light-protected, humidified box at room temperature. Following the DHE staining, the samples were stained with DAPI and imaged using a fluorescence microscope (DMi8, Leica). For the MDCK cyst model and embryonic kidney cyst model, the culture medium was supplemented with DHE staining solution and incubated for 30 min at 37 °C. The resulting samples were then imaged using the fluorescence microscope (DMi8, Leica).

### Luciferase assay

The CRE-luciferase reporter plasmids were transfected into 293T cells. After a 12-h incubation period, the cell culture medium was supplemented with MMPP and incubated for an additional 24 h. The luciferase activity was then measured using the Dual-Luciferase Reporter Assay System (Promega, E1910).

### Collecting duct epithelial cell isolation

The isolation of renal epithelia cell was performed as described in (Lu et al, 2020). Briefly, mouse kidneys were freshly dissected from WT mice or *Pkd1*^*−/−*^ mice, with or without MMPP treatment. The kidneys were minced and digested using the collagenase/hyaluronidase kit (STEMCELL Technologies, 07919). The resulting solution was then treated with biotinylated DBA reagent (Vector Laboratories, B-1035) and incubated at 4 °C for 10 min to facilitate cell binding. Subsequently, the CELLection Biotin Binder Kit (Invitrogen, 11533D) was used to enrich and isolate the DBA-positive renal epithelial cells from the solution.

### Protein purification and pull-down assay

Cherry-CREB, Cherry-CREB▵bZIP, FLAG-CREB, FLAG-CREB Q1, FLAG-CREB KID, FLAG-CREB Q2, FLAG-CREB bZIP, FLAG-CREB▵bZIP proteins were expressed and purified from *E. coli* BL21 (DE3) cells. Briefly, pGEX expression plasmids containing GST tag of the indicated proteins were transformed into BL21 cells. After overnight induction with IPTG at 16 °C, the cells were sonicated in GST lysis buffer [50 mM tris-HCl (pH 8.0), 100 mM NaCl and 1% Triton X-100, 0.2 mM PMSF, and protease inhibitor cocktail]. The cell lysate was centrifuged at 12,000 × *g* for 20 min at 4 °C. The supernatants were collected and incubated with Glutathione-Sepharose 4B beads (GE Healthcare, 17-0756-05) at 4 °C overnight. Afterward, the beads were washed three times with lysis buffer. The GST-fusion proteins were then eluted twice using elution buffer containing 10 mM reduced glutathione and 1 mM DTT. To conduct the pull-down assay, the GST tag was cleaved from the fusion proteins. Bio-MMPP was then added to the designated solutions containing FLAG-tagged proteins and incubated at 4 °C overnight. The MMPP-protein complexes were subsequently purified using Streptavidin MagPoly beads (Smart-Lifesciences, SM017010). Finally, the beads were washed and subjected to boiling for Western blotting analysis.

### Streptavidin pull-down assay

Bio-MMPP was added to the culture medium of HEK293T cells and incubated for 24 h. After removing the medium, the cells were washed three times with PBS. Cells were then lysed with NP-40 lysis buffer (containing 150 mM NaCl, 1.0% NP-40, 50 mM Tris-HCl pH 8.0, and a protease inhibitor cocktail) and incubated on ice for 30 min. The lysate was centrifuged at 12,000 × *g* for 20 min at 4 °C. Streptavidin MagPoly beads (Smart-Lifesciences, SM017010) were added to the supernatant and incubated at 4 °C overnight, followed by washing and boiling for western blotting analysis.

### EMSA assay

The EMSA assay was conducted as described in (Li et al, 2018). In brief, the Cy3-labeled double-stranded CRE DNA probes (5′-AGAGATTGCCTGACGTCAGAGAGCTAG-3′) was purchased from Tsingke Biotech. The reaction mixture, composed of 2 nM CRE probes, 2 μg CREB protein, and the indicated amounts of MMPP, was incubated at room temperature in 1× binding buffer (25 mM Tris, pH 7.5, 200 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 5% glycerol, and 0.05% Triton X-100) for 20 min. Loading buffer was then added to the reaction mixture, and it was resolved in a 4% native acrylamide/Bis gel in 0.5× TBE buffer (44.5 mM Tris, 44.5 mM boric acid, and 0.5 mM EDTA, pH 8.3). The signals were detected using a chemiluminescence imager (Alliance Q9 advanced, UVITEC).

### In vitro colocalization

The Recombinant Cherry or Cherry-CREB, Cherry-CREB▵bZIP proteins were purified and diluted to a concentration of 40 µM in a buffer containing 20 mM Tris-HCl, 1 mM DTT, and 150 mM NaCl. 10% PEG8000 was added to the recombinant protein solutions, followed by the addition of 100 µg/mL FITC-MMPP. The protein-nanoparticle solutions were then loaded onto a glass slide, covered with a coverslip, and imaged using a fluorescence microscope (LSM900, ZEISS).

### RNA isolation and RT-PCR

Total RNA was extracted from primary renal epithelia cells, 293T cells, or PN cells using TRIzol (Invitrogen, 15596018). Subsequently, 2 µg of the extracted RNA was reverse-transcribed to complementary DN A using the cDNA Synthesis Kit (Roche, 5081955001). Finally, real-time quantitative polymerase chain reaction (RT-PCR) was conducted using SYBR Green Master (Roche, 41472600). Gene-specific primers are provided in Appendix Table S1.

### RNA-seq analysis

Total RNA was extracted from renal epithelia cells obtained from ADPKD mice, with or without MMPP treatment, as well as from WT mice. RNA sequencing (RNA-seq) was conducted on the Illumina NovaSeq platform. The RNA-seq reads were subsequently aligned to the mouse reference genome (GRCm38/mm10) using HISAT2 (v2.1.0). FeatureCounts v1.6.0 was used to count the mapped reads. 

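With Benjamini-Hochberg adjusted p in place of P at the same fold change, 3349 genes were called in ADPKD against WT, 10445 in ADPKD+MMPP against ADPKD and 10915 in ADPKD+MMPP against WT. On simulated data made from the means and spread of the real genes, limma called 1.41% of 14662 genes without change at the unadjusted threshold.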

DESeq2 was used to calculate the differentially expressed genes, which were considered significant if they had a fold change of ≤−1.5 or ≥1.5 and *P* < 0.05. GO enrichment analysis was performed on DAVID.

### ChIP-qPCR

Primary renal epithelia cells, HEK293T cells or WT 9-12 cells were fixed with 1% formaldehyde at room temperature for 10 min. Crosslinking was stopped by adding 150 mM glycine to the solution at room temperature for 5 min. The cells were then washed twice with PBS and collected using ChIP lysis buffer, which contained 1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0, and 1% protease inhibitor cocktail. The cell solution was sonicated using a Bioruptor Sonicator to fragment the DNA to 200–500 bp. Immunoprecipitation was performed using 2 µg of p-CREB antibody. After washing, the Dynabeads were eluted using elution buffer, which contained 1% sodium dodecyl sulfate and 0.1 M NaHCO_3_. The cross-linking was then reversed by incubating the eluted material at 65 °C overnight. DNA was extracted for further RT-PCR analysis after elution and reversed cross-linking. Gene-specific primers are provided in Appendix Table S2.

### 3D MDCK cyst model

MDCK I cells were seeded at a density of 400 cells/well in 400 µL medium containing 3 mg/mL Type I collagen (Sigma-Aldrich, C2124), 10 mM HEPEs, and 27 mM NaHCO_3_ in 24-well plates. The plates were incubated at 37 °C for 90 min to allow gel formation. Then, 1 mL of DMEM/F12 culture medium supplemented with 10% FBS and 10 µM forskolin (Sigma-Aldrich, F3917) was added to each well of the plates. The cells were cultured for 12 days with the medium changed daily. The indicated concentration of MMPP was added to the culture medium from day 4 to day 12. Micrographs were acquired at day 4, 6, 8, 10, and 12 using a microscope (DMi8, Leica).

### Embryonic kidney cyst model

The embryonic kidney cysts were induced following the protocol described in (Sun et al, 2019b). Briefly, kidneys were dissected from CD1 mouse embryos at E13.5 and seeded into 0.4 µm transwell inserts (Corning, 3401) placed in 12-well plates. To each well, 400 µL of DMEM/F12 culture medium was added, which was supplemented with 10 mM HEPEs (Sigma-Aldrich, H3375), 2 mM L-glutamine (Sigma-Aldrich, G7513), 1/100 insulin-transferrin-selenium (Life, 41400-045), 1/40 penicillin/streptomycin (Life, 15140-122), 25 ng/ml prostaglandin E1 (Sigma-Aldrich, P5515), 32 pg/ml T3 (Sigma-Aldrich, T5516), and 100 µM 8-Br-cAMP (Sigma-Aldrich, B5386). The indicated concentration of MMPP was then added to the culture medium. The medium was changed twice a day, and the kidneys were cultured for 6 days in a 37 °C incubator with 5% CO_2_. On days 0, 2, 4, and 6, images were acquired using a microscope (XI71, Olympus). The cystic index (cyst area/total area) was determined by measuring and calculating based on the images using ImageJ software.

### Mice and treatment

*Pkd1*^*fl/fl*^*;Cre/Esr1*^+^ mice were generated as described previously in (Yang et al, 2018). Mice were maintained under a standard 12-h light/dark cycle with free access to food and water. Tamoxifen (Sigma-Aldrich, T5648) was dissolved in corn oil and administered to the male mice via intraperitoneal (IP) injection at a dosage of 250 mg/kg at P25 and P28. This treatment was done to activate Cre recombinase and delete the *Pkd1* gene. Two genotypes of mice (*Pkd1*^*+/+*^ and *Pkd1*^*−/−*^) were each randomly divided into two groups. For the administration of MMPP, MMPP was dissolved in 100 µL of saline solution and intravenously (IV) injected into ADPKD mice at a dosage of 10 mg/kg. The injections were given every 4 days, starting from day 55 and continued for a period of 2 months.

On day 115, the mice were sacrificed, and blood, liver, and kidney samples were collected for further analysis. The cyst area and total area were measured by visualizing hematoxylin and eosin-stained kidney and liver sections, and the measurements were evaluated using ImageJ software. Blood urea nitrogen (BUN) levels were measured using the Urea Assay Kit (Nanjing Jiancheng Bioengineering, C013-1-1). Outliers were detected by identifying those with a z-score exceeding 3 utilizing the outlier test, no mice were excluded in this study. During the animal experiment, four individuals were involved. Y.S. was responsible for randomly assigning 18 mice to both the control group and the experimental group, respectively, as well as for drug preparation. Q.Z. independently handled drug injections using a 32 G needle to minimize mouse discomfort and mouse cages were placed randomly. Due to significant color differences between Saline and MMPP, the experimenter could not be blinded to whether the mouse was injected with Saline or MMPP. Y.Y. independently collected animal tissues, while X.D. conducted data analysis independently. All mouse studies were approved by the Ethical Committee of Tianjin Medical University (permit number SYXK: 2020-0010).

### Statistical analysis

Statistical analysis was performed using SPSS software. The data were presented as means ± SD from a minimum of three independent experiments. For the comparison of two sets of data, if they conform to a normal distribution, a two-tailed unpaired Student’s *t* test was employed; if not, a non-parametric test with Mann-Whitney U test was applied. In the case of a single-factor multiple-group data comparison, one-way ANOVA was utilized when the data follows a normal distribution (with homogeneity of variance tested using LSD test for equal variances and Dunnett’s T3 test for unequal variances), and a non-parametric test was applied when normal distribution assumptions were not met. For the comparison of multiple groups with two factors, two-way ANOVA analysis was conducted. In the context of repeated measurements, a repeated measures ANOVA analysis was employed. A *P*-value of less than 0.05 was considered statistically significant.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

RNA sequencing data were deposited in the Gene Expression Omnibus platform with accession number GSE235269. All other data generated or analyzed during this study are included in this published article (and its supplementary information files). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-024-00167-2.

# Supplementary material for: Melanin-like nanoparticles slow cyst growth in ADPKD by dual inhibition of oxidative stress and CREB
**Source:** EMBO Mol Med. 2024 Nov 20;17(1):169–92. doi: 10.1038/s44321-024-00167-2
**Supplement:** Supplementary file 1 — Appendix

|                                                                                                        |    |
|--------------------------------------------------------------------------------------------------------|----|
| Appendix Figures.....                                                                                  | 2  |
| Appendix Figure S1. Characterization of MMPP <i>in vitro</i> .....                                     | 2  |
| Appendix Figure S2. MMPP does not affect embryonic kidney growth. ....                                 | 3  |
| Appendix Figure S3. Assessment of kidney function and kidney injury in mice<br>treated with MMPP. .... | 4  |
| Appendix Figure S4. Analysis of oxidative stress in ADPKD kidneys. ....                                | 5  |
| Appendix Figure S5. MMPP inhibits the expression of CREB target genes in<br>ADPKD cells.....           | 6  |
| Appendix Figure S6. Intracellular distribution of MMPP in renal proximal tubular<br>cells.....         | 7  |
| Appendix Figure S7. MMPP inhibits CREB transcriptional activity independent of<br>ROS. ....            | 8  |
| Appendix Tables .....                                                                                  | 9  |
| Appendix Table S1. Primers used for RT-PCR. ....                                                       | 9  |
| Appendix Table S2. Primers used for ChIP-qPCR. ....                                                    | 11 |

## Appendix Figures

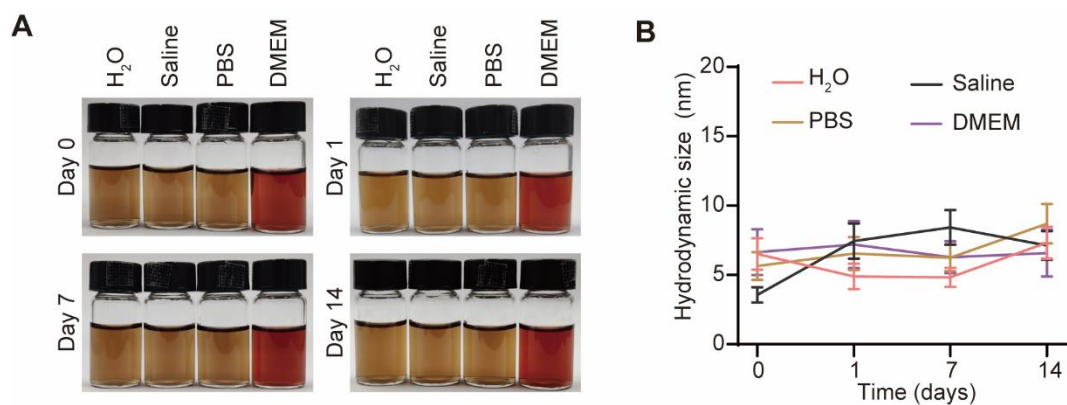

**Appendix Figure S1. Characterization of MMPP *in vitro*.**

(A) Photographic representation of MMPP nanoparticles dispersed in various media at different days. (B) Hydrodynamic size assessment in different media over a 14-day period. Data presented as means  $\pm$  SD.

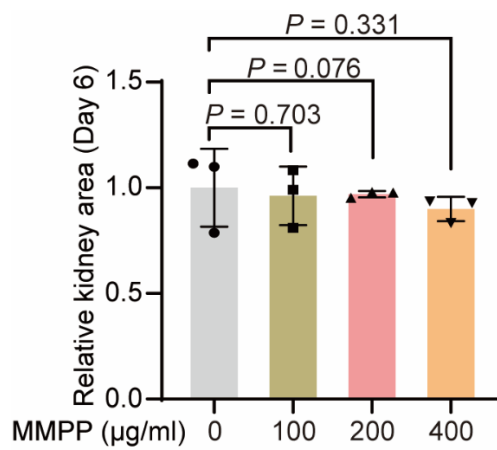

**Appendix Figure S2. MMPP does not affect embryonic kidney growth.**

Total area of embryonic kidneys treated with indicated concentration of MMPP for six days (representative of three independent experiments; n = 3 biological replicates). Data presented as means  $\pm$  SD. One-way ANOVA with Dunnett's T3 test was used for statistical analysis.

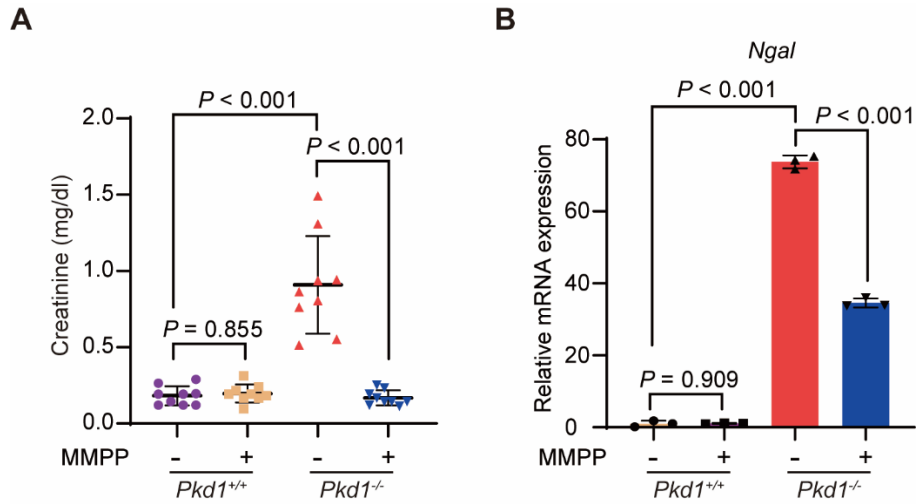

**Appendix Figure S3. Assessment of kidney function and kidney injury in mice treated with MMPP.**

(A) Serum creatinine levels in MMPP-treated mice from the indicated groups (n = 9).  
 (B) Quantitative RT-PCR analysis of relative mRNA levels of injury marker from the indicated groups (representative of three independent experiments; n = 3 biological replicates). Data presented as means  $\pm$  SD. Two-way ANOVA with LSD test was used for statistical analysis.

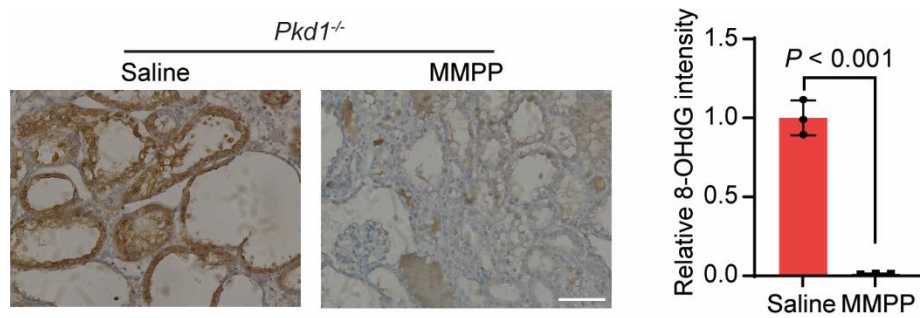

**Appendix Figure S4. Analysis of oxidative stress in ADPKD kidneys.**

Immunostaining of 8-OHdG (left) and quantification (right) in ADPKD kidneys with or without MMPP treatment (representative of three independent experiments;  $n = 3$  biological replicates). Scale bar, 50  $\mu\text{m}$ . Data presented as means  $\pm$  SD. A two-tailed unpaired Student's  $t$  test was used for statistical analysis.

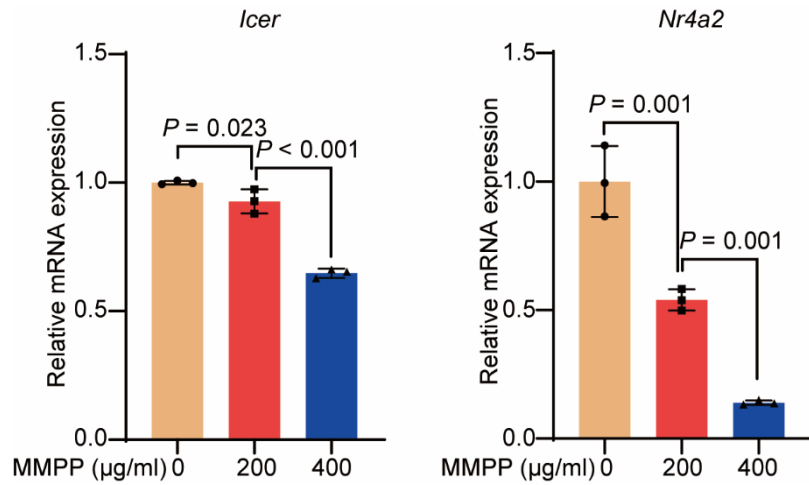

**Appendix Figure S5. MMPP inhibits the expression of CREB target genes in ADPKD cells.**

RT-PCR analysis of representative CREB target genes (*Icer* and *Nr4a2*) in PN cells with or without MMPP treatment (representative of three independent experiments;  $n = 3$  biological replicates). Data presented as means  $\pm$  SD. One-way ANOVA with LSD test was used for statistical analysis.

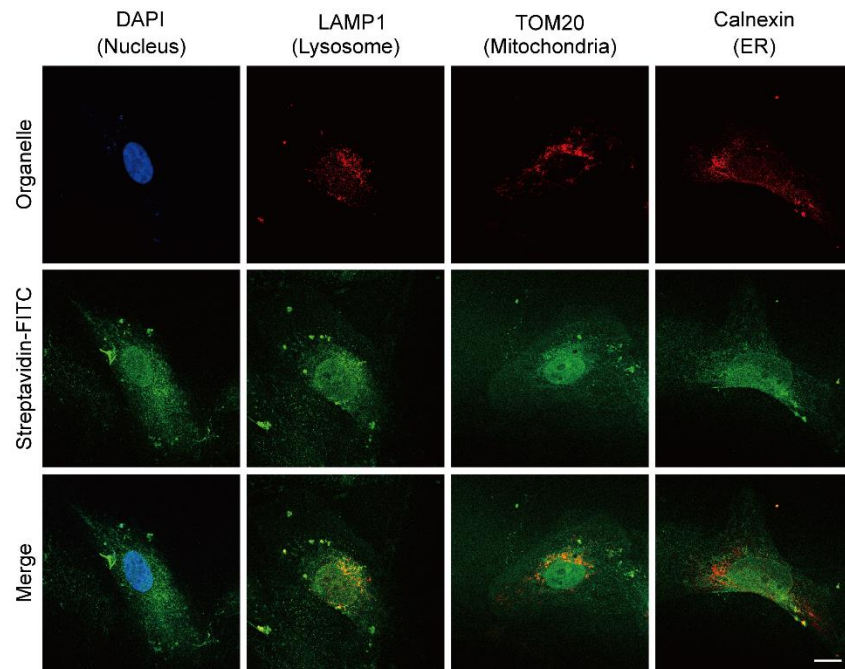

**Appendix Figure S6. Intracellular distribution of MMPP in renal proximal tubular cells.**

Co-staining of Bio-MMPP with the indicated organelle markers in HK-2 cells. Scale bar, 10  $\mu$ m.

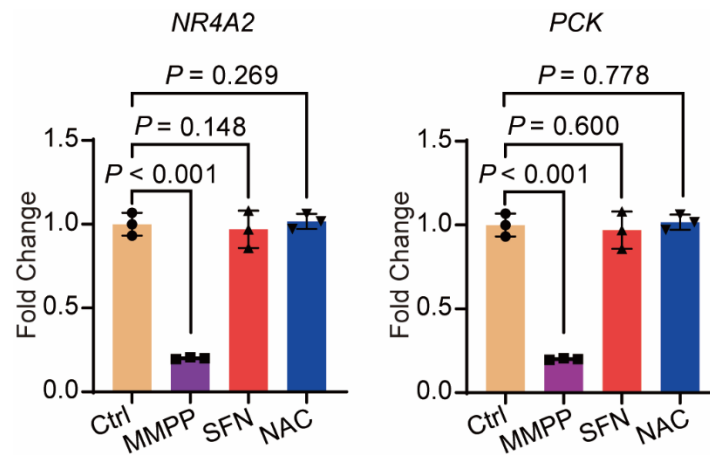

**Appendix Figure S7. MMPP inhibits CREB transcriptional activity independent of ROS.**

ChIP-qPCR analysis of p-CREB occupancy on NR4A2 (left) and PCK (right) genes in WT 9-12 cells treated with MMPP or antioxidants (representative of three independent experiments; n = 3 biological replicates). Data presented as means  $\pm$  SD. One-way ANOVA with LSD test was used for statistical analysis.

## Appendix Tables

**Appendix Table S1. Primers used for RT-PCR.**

|                |                           |
|----------------|---------------------------|
| <i>Co3</i> F   | CAAGGCCACCACACTCCTAT      |
| <i>Co3</i> R   | GCAGCCTCCTAGATCATGTGT     |
| <i>Cytb</i> F  | TGCATACGCCATTCTACGCT      |
| <i>Cytb</i> R  | AGGCTTCGTTGCTTTGAGGT      |
| <i>Atp6</i> F  | GCAGTCCGGCTTACAGCTAA      |
| <i>Atp6</i> R  | GGTAGCTGTTGGTGGGCTAA      |
| <i>Myc</i> F   | ATGCCCCTCAACGTGAACTTC     |
| <i>Myc</i> R   | CGCAACATAGGATGGAGAGCA     |
| <i>Syk</i> F   | CTACCTGCTACGCCAGAGC       |
| <i>Syk</i> R   | GCCATTAAGTTCCCTCTCGATG    |
| <i>Abcg1</i> F | CTTTCCTACTCTGTACCCGAGG    |
| <i>Abcg1</i> R | CGGGGCATTCCATTGATAAGG     |
| <i>Clcf1</i> F | GACTCGTGGGGGATGTTAGC      |
| <i>Clcf1</i> R | CTAAGCTGCGGAGTTGATGCT     |
| <i>Icre</i> F  | GGTGACATGCCAACTTACCAGA    |
| <i>Icer</i> R  | TTGCGACTTGCTTCTTCTGC      |
| <i>Nr4a2</i> F | GTGTTTCAGGCGCAGTATGG      |
| <i>Nr4a2</i> R | TGGCAGTAATTCAGTGTTGGT     |
| <i>ICER</i> F  | ATGGCTGTAACTGGAGATGACACAG |
| <i>ICER</i> R  | CTCCCTGTGGCAAAGCAGCA      |
| <i>NR4A2</i> F | ACCTGTGAGGGCTGCAAAG       |
| <i>NR4A2</i> R | AGGCACTTCTGAAATCGGCA      |
| <i>GAPDH</i> F | TTGCCCTCAACGACCACTTT      |
| <i>GAPDH</i> R | TGGTCCAGGGGTCTTACTCC      |
| <i>Ngal</i> F  | GACTTCCGGAGCGATCAGTT      |

|                |                      |
|----------------|----------------------|
| <i>Ngal</i> R  | CTGATCCAGTAGCGACAGCC |
| <i>Actin</i> F | TTGCTGACAGGATGCAGAAG |
| <i>Actin</i> R | ATCCACATCTGCTGGAAGGT |

**Appendix Table S2. Primers used for ChIP-qPCR.**

|                |                        |
|----------------|------------------------|
| <i>NR4A2</i> F | CTGAGCTGGAGTTGCTGCTA   |
| <i>NR4A2</i> R | GGAGAGCTGGGGAGAAGGAA   |
| <i>PCK</i> F   | GAGGTTCTGCCACCAAGCA    |
| <i>PCK</i> R   | TCGAAGGGAGATCCACAGGT   |
| <i>Abcg1</i> F | GCCGTATAGCTTTTGCCCG    |
| <i>Abcg1</i> R | TTGTCTCTAGGCTGTTGCCA   |
| <i>Clefl</i> F | AACAAAGTCTGTCCCACTCCAG |
| <i>Clefl</i> R | CAGTCATGGCCAGTGCTAGTT  |

# Supplementary material for: Melanin-like nanoparticles slow cyst growth in ADPKD by dual inhibition of oxidative stress and CREB
**Source:** EMBO Mol Med. 2024 Nov 20;17(1):169–92. doi: 10.1038/s44321-024-00167-2
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

**Figure EV1. MMPP inhibits cyst growth and scavenges ROS in in vitro and ex vivo ADPKD models.**

(A) Representative images (left) and cyst diameter (right) of MDCK cysts treated with the indicated doses of MMPP (representative of eight independent experiments;  $n = 8$  biological replicates). (B) DHE staining (left) and quantification (right) of cysts in each of the indicated groups (representative of five independent experiments;  $n = 5$  biological replicates). (C) Representative images (left) of mouse embryonic kidneys treated with the indicated doses of MMPP and quantification (right) of the percentage of cyst area relative to total kidney area (representative of three independent experiments;  $n = 3$  biological replicates). (D) DHE staining (left) and quantification (right) of embryonic kidneys on day 6 of MMPP treatment (representative of three independent experiments;  $n = 3$  biological replicates). Scale bars, 100  $\mu\text{m}$  (A and B) and 1 mm (C and D). Data presented as means  $\pm$  SD. One-way ANOVA with LSD test or Dunnett's T3 test was used for statistical analysis in (A), (B) and (D), repeated measures ANOVA with LSD test was used for statistical analysis in (C).

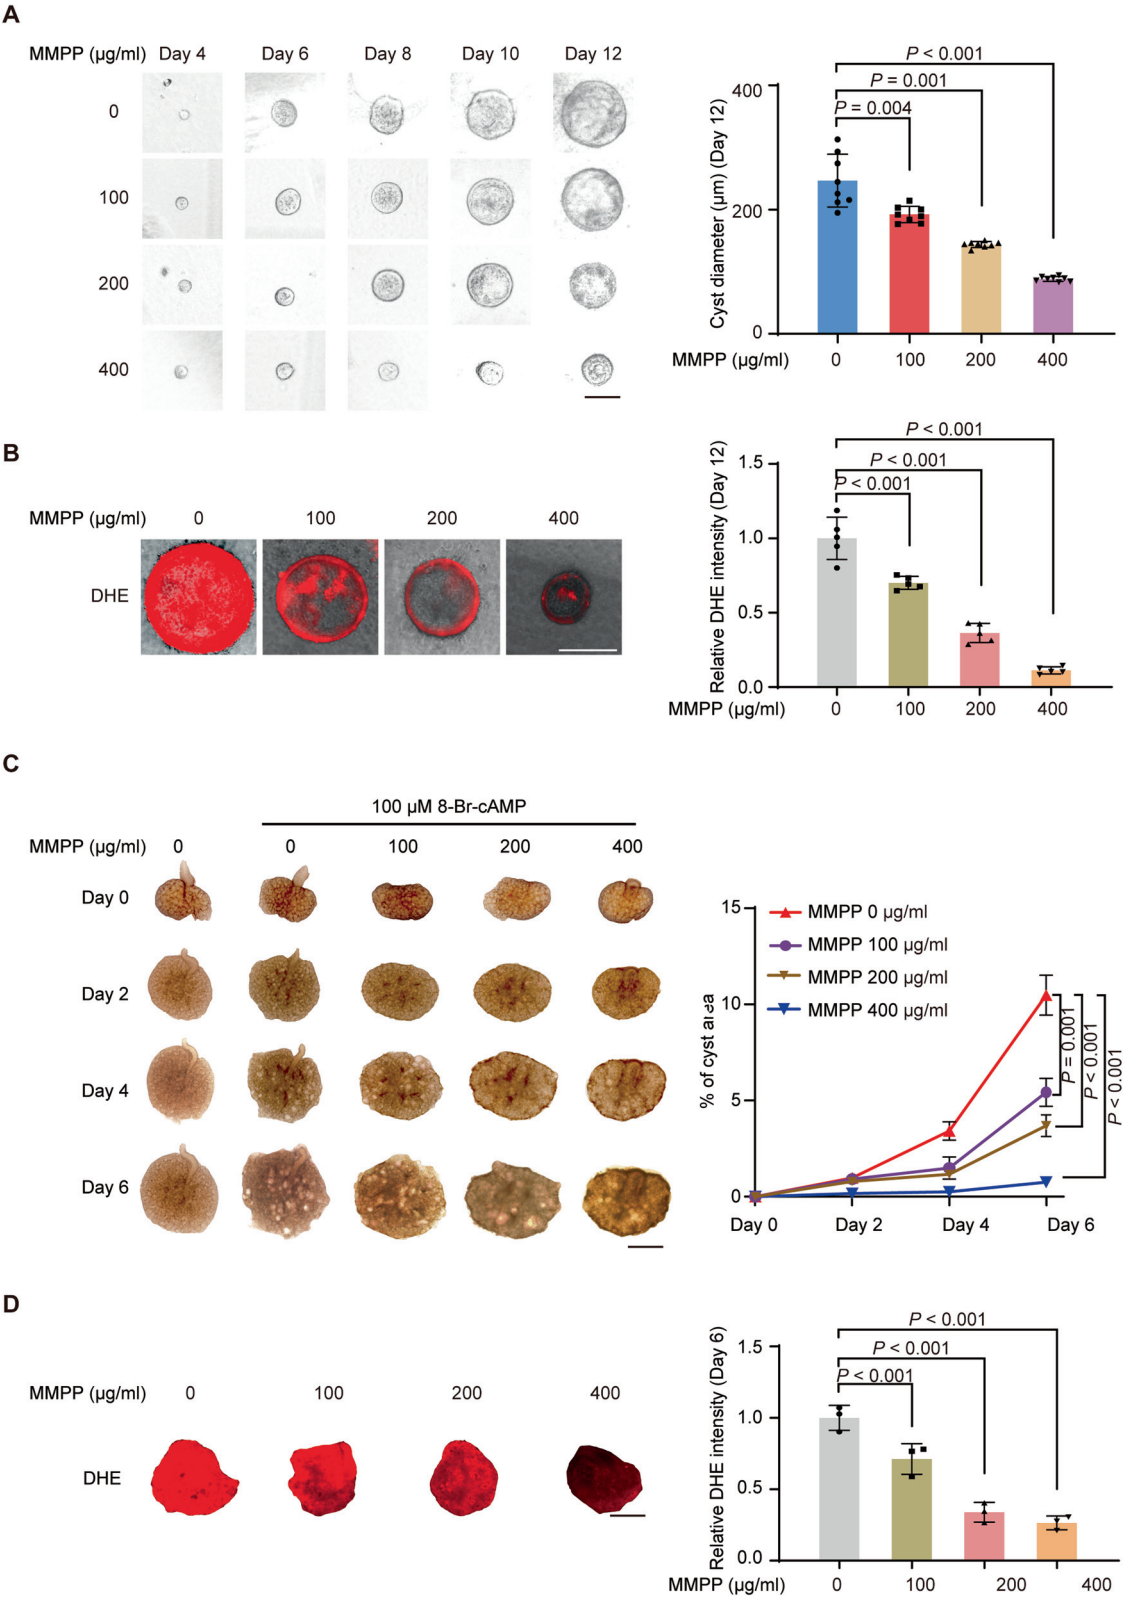

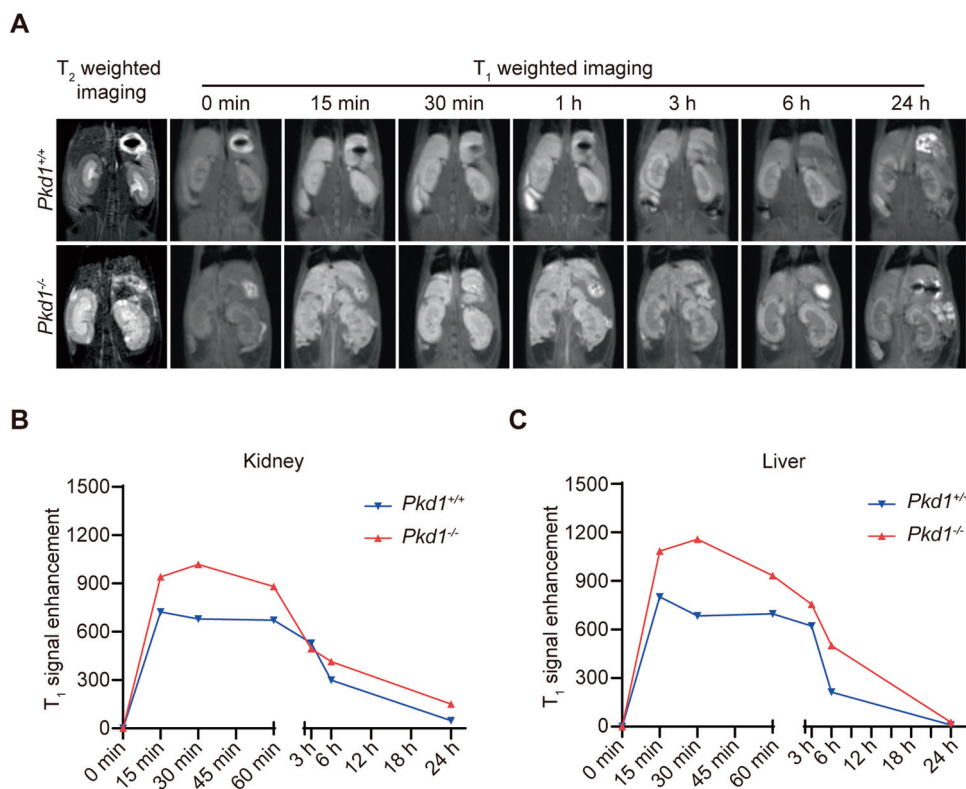

**Figure EV2. MR imaging of MMPP distribution in kidneys and liver.**

(A) MR images of MMPP in *Pkd1*<sup>+/+</sup> and *Pkd1*<sup>-/-</sup> mice (Dosage: 100 mg/kg). (B) Quantification of MMPP T<sub>1</sub> signal in kidneys. (C) Quantification of MMPP T<sub>1</sub> signal in livers.

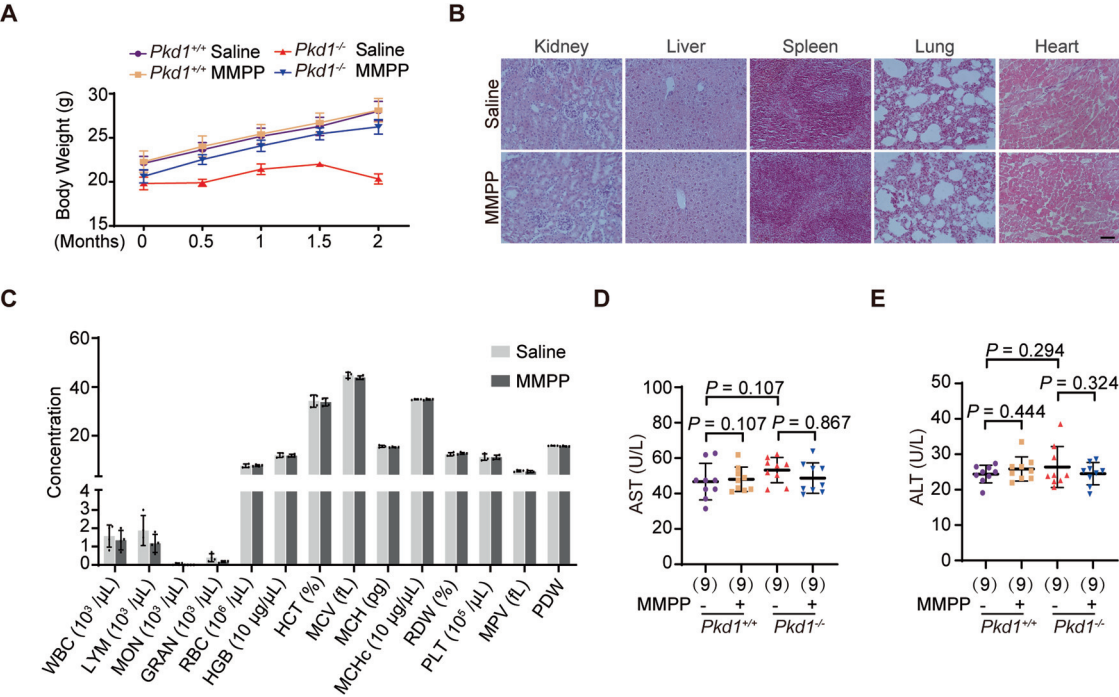

**Figure EV3. Safety assessment of MMPP in vivo.**

(A) Growth curve of mouse body weight of  $Pkd1^{+/+}$  and  $Pkd1^{-/-}$  mice treated with saline or MMPP ( $n \geq 3$ ). (B) H&E staining of organs from mice treated with Saline or MMPP. (C) Hematology analysis of whole blood in MMPP-treated mice ( $n = 4$ ). (D, E) AST (D) and ALT (E) levels in MMPP-treated mice from the indicated groups ( $n = 9$ ). Scale bar, 50  $\mu\text{m}$ . Data presented as means  $\pm$  SD. Two-way ANOVA with LSD test was used for statistical analysis.

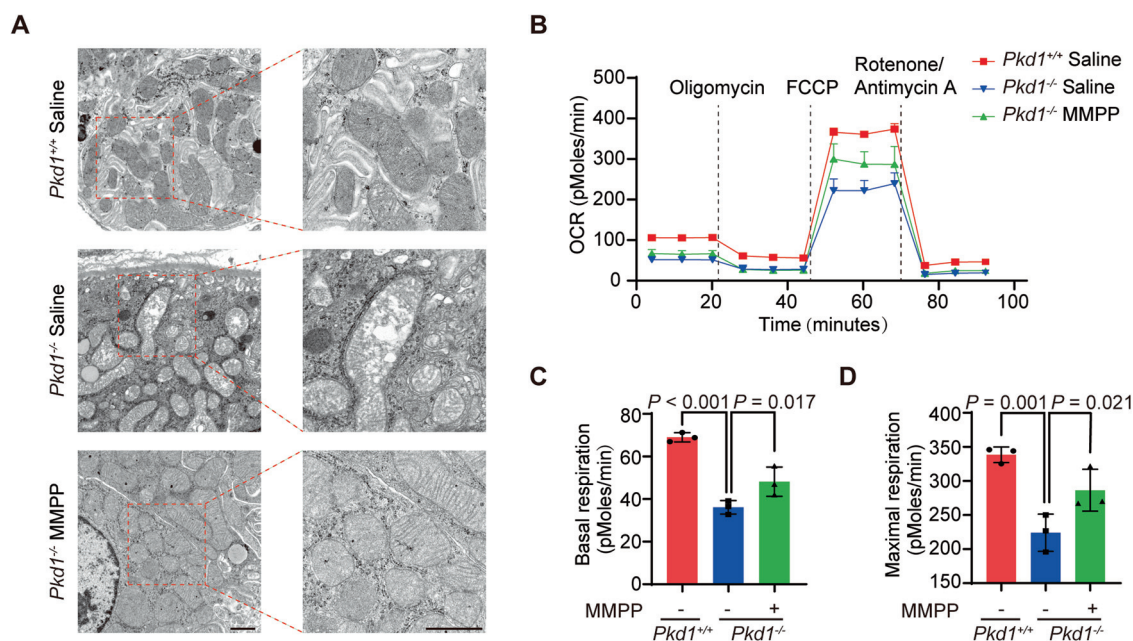

**Figure EV4. MMPP treatment improves mitochondria morphology and metabolic function in ADPKD kidneys.**

(A) TEM images of mitochondria from kidney tissues of the indicated groups. (B) Measurement of the mitochondrial OCR of renal primary tubule cells isolated from the indicated groups (representative of three independent experiments;  $n = 3$  biological replicates). (C) Basal respiration of mitochondria from the indicated groups (representative of three independent experiments;  $n = 3$  biological replicates). (D) Maximal respiration of mitochondria from the indicated groups (representative of three independent experiments;  $n = 3$  biological replicates). Scale bars, 1  $\mu$ m. Data presented as means  $\pm$  SD. One-way ANOVA with LSD test was used for statistical analysis in (C) and (D).

How the deposited data were processed for this re-analysis (not part of the article)

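RNA of DBA-positive kidney cells was sequenced from WT, ADPKD and MMPP-treated ADPKD mice, with 2 libraries per group. The authors aligned the reads to GRCm38 with HISAT2, counted them on genes with featureCounts, and deposited FPKM for each library. The authors used DESeq2 on the counts to find differentially expressed genes. DESeq2 was not used here, because the deposited FPKM are not counts. The paper's text does not name the annotation release, the way FPKM was made from the counts, or the clustering method behind Fig. 3A.

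Of the 55367 gene symbols in each library, 53186 matched one gene of GENCODE vM21, which gave positions, exon lengths and numbers of transcripts. FPKM times exon length fell on steps of single reads, from which the depth of each library and its share of odd read numbers were taken. A gene with 3 reads or fewer in a library is at the floor of what the depth can show. Counting error was not modelled per gene, and the 2 libraries per group set the precision of each mean. Whether these libraries came from separate mice is not stated.

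Genes with FPKM of at least 1 in at least 2 libraries, 14862 in all, were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, in one fit over the 6 libraries so that the groups share one estimate of the spread. A gene was called at a fold change of at least 1.5 in either direction and an unadjusted P under 0.05, the paper's thresholds, and the calls in the pair of comparisons gave the patterns of Clusters 1 to 6. K-means used scikit-learn 1.9.0 with 6 clusters and 20 starts. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it. The 9 tested lists covered oxidative phosphorylation, the TCA cycle, fatty acid oxidation, amino acid catabolism, antioxidant enzymes and NRF2 targets, classical CREB targets, the 4 CREB targets of the paper's RT-PCR, ribosome biogenesis, and dissociation and heat shock genes. Further lists held markers of renal and other cell types. The lists, the tests and most alternatives were set before the data were examined. The steps were tested on simulated data: limma called 100% of 200 genes changed by a log2 of 2 and 1.41% of 14662 genes without change, camera gave the planted list of 30 genes an adjusted p of 1.74e-54 and the unchanged list 0.607, the TMM step recovered a factor of 2.00 for a library multiplied by 2, and k-means put 100% of 3000 genes in the cluster they were made with.

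The genes named are those the paper names for these cells or as targets or markers, the 3 highest and 3 lowest changes of each of 2 comparisons, the 5 largest products of both changes for the patterns of Clusters 2 and 4, and members of reported lists. The genes chosen by their changes or products had groups whose libraries do not overlap and a mean FPKM of at least 5 in at least 1 group. Some genes chosen by this rule are not reported here. The alternatives set then covered the pseudocount, the filter, the scaling, the trend and groups in the fit, the thresholds, a replicate block, the list test and leaving out each replicate. Alternatives chosen after seeing the data concern the share of a gene's exon bases that lie in exactly 1 annotated transcript. In one, each library was centred within 20 bins of this share, and in the other only genes with 1 annotated transcript were kept and each library was centred on its median over them, so that values of the same gene differ between these alternatives and the others. Both were run first over annotated genes of any biotype and then restricted to protein-coding genes once their results had been seen. Values over any biotype are named as such in the closing section, and other centred values there are over protein-coding genes. Promoter CRE sites were not analysed here, since no genome sequence was used.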

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

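The tests in this part on reads shared between transcripts and on the share of collecting duct cells were chosen only after the results were seen.

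Markers of the proximal tubule had a median log2 fold change of 3.25 in ADPKD+MMPP against WT, a signal in genes that the paper does not discuss for these cells. All 14 listed markers passed the FPKM filter, 13 were higher than in WT and 12 were called higher, and the lowest median across the scalings was 2.79. Their median FPKM was 4.75 in WT, 5.52 in ADPKD and 55.8 in ADPKD+MMPP, so that the WT and ADPKD preparations also express part of the list. *Gpx3*, the most abundant marker in WT and ADPKD, had 387, 1287 and 8555 FPKM in these groups. *Kap*, the most abundant in ADPKD+MMPP, had 168, 286 and 12469, with 509 and 64.0 FPKM in the ADPKD libraries, and *Lrp2* had 2.04, 7.33 and 68.7. *Slc22a8* was not higher than in WT, with 2.97 FPKM in WT and 1.63 in ADPKD+MMPP. A loss of part of the reads shared between transcripts of a gene is argued against as the whole cause, since the median in ADPKD+MMPP against ADPKD was 2.90 after centring by the share of exon bases in exactly 1 transcript, 2.87 when this was done over any biotype, and 2.68 before. Proximal tubule cells in the treated preparations may be a source of these transcripts, and a change of expression within the selected cells after treatment also stays open and was not tested.

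Markers of macrophages had a median log2 fold change of 2.63 in ADPKD against WT, also outside the genes the paper discusses. All 9 were higher and called higher, the median lay between 2.56 and 2.86 across the scalings, and the median FPKM was 8.16 in WT and 51.6 in ADPKD. *Lyz2* had 8.16 FPKM in WT and 206 in ADPKD, and *Cd74*, the most abundant marker in both groups, had 148 and 432 with 656 and 207 FPKM in the ADPKD libraries. A lower share of collecting duct cells in the ADPKD preparations would raise the markers of every other cell type alike if the mix of those cells stayed the same. Markers of podocytes moved the other way, with a median of -2.65. The mix was not measured, so this cannot decide whether the share of collecting duct cells was lower. More macrophages in the ADPKD kidneys, more of them carried along in the preparation, and a change of expression in the selected cells may each contribute, and none of these was tested.

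After MMPP treatment the macrophage markers moved in opposite directions. *C1qa*, *C1qb*, *C1qc* and *Lyz2* rose by log2 fold changes of 1.00, 1.03, 1.01 and 1.46, and *Adgre1*, *Cd68*, *Cd74*, *Csf1r* and *Tyrobp* changed by -1.29, -0.94, -1.02, -4.09 and -2.38. The change of *Cd74* was not called (unadjusted P = 0.105 from limma). It had 656 and 207 FPKM in the ADPKD libraries and 187 and 175 in the ADPKD+MMPP libraries, so its fall rests largely on ADPKD replicate 1. The rising markers had a median of 100% of exon bases in exactly 1 transcript and the falling ones 16.0%. This difference is what a loss of part of the shared reads would give, but the way the values were made goes with the treatment, so that this loss and a response of macrophages to MMPP cannot be told apart here. After centring, *Csf1r* and *Tyrobp* were at -3.04 and -0.74, and the other markers lay between -0.13 and 0.48. Over any biotype these were at -2.97 and -0.82, and the others lay between 0.031 and 1.16.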

How the results depend on the processing

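The alternatives based on the share of exon bases in exactly 1 annotated transcript were chosen only after the results were seen; they were run first over annotated genes of any biotype and then over protein-coding genes, and are over the latter unless any biotype is named.

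With a mean FPKM of at least 5, fewer genes were tested, and 2102, 5848 and 6017 genes were called in ADPKD against WT, ADPKD+MMPP against ADPKD and ADPKD+MMPP against WT, with 2313, 231, 301, 473, 1993 and 259 genes in the patterns of Clusters 1 to 6. At a fold change of at least 2, a stricter threshold, 1951 genes were called in ADPKD and the patterns of Clusters 2 and 4 held 121 and 407. Protein-coding genes with 1 annotated transcript are a smaller set, in which each library was also centred on its median over that set, and gave 477, 630 and 739 called genes, with 156, 41, 100, 79, 218 and 121 in the patterns. Genes of any biotype with 1 annotated transcript gave 930, 2181 and 2261, with 630, 172, 126, 163, 955 and 208 in the patterns. Under quantile normalization the Cluster 2 pattern held 633 genes, and centred over protein-coding genes the patterns of Clusters 1 and 4 held 2540 and 577, against 3287 and 726 over any biotype; the cause was not tested. Centred over protein-coding genes, 3661 genes were called lower in ADPKD+MMPP against ADPKD and 3900 in ADPKD+MMPP against WT. These compare with 6397 and 6507 before centring. The other totals of called genes and pattern counts under these and the other alternatives stayed within 1.5 times those given at the claims.

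The scalings moved the median of all genes in ADPKD+MMPP against ADPKD by 0.22 under TMM factors, 0.46 under quantile normalization and -0.20 with a common sum. Of the genes called in that comparison 39.3% were higher with FPKM as deposited, 31.9% with a common sum, 47.1% under TMM factors, 54.0% under quantile normalization, and 45.6% among protein-coding genes and 60.0% among genes of any biotype with 1 annotated transcript. In ADPKD+MMPP against WT these were 40.8%, 32.0%, 47.0%, 52.9%, 44.1% and 57.4%. With the replicate number as a block, 4055, 10595 and 11038 genes were called. Deviations of same-numbered libraries correlated by 0.129, -0.00796 and 0.0137 between the groups, so that the numbers do not pair the libraries. Past the fold change with no test were 4363 genes in ADPKD, from 4154 to 5227 with each library left out, and 10864 after treatment, from 10875 to 10885.

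In ADPKD against WT, genes with 1 annotated transcript lost the camera call of the oxidative phosphorylation, antioxidant, classical CREB and ribosome biogenesis lists, with medians of -0.28, 1.103, -0.76 and 0.13 over protein-coding genes and -0.21, 1.21, -0.65 and 0.24 over any biotype, where fewer genes of each list are left and the libraries are centred again. Under fry the oxidative phosphorylation, ribosome biogenesis and dissociation lists, at -0.15, 0.21 and -0.39, lost the call. With an estimated correlation these lists lost it too, as did the antioxidant list at 0.45, the classical CREB list at -0.51 and the 4 CREB targets at 1.58.

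After treatment, against ADPKD, fry lost the calls of the TCA cycle, fatty acid oxidation and amino acid lists, at 1.32, 1.04 and 1.17, and the estimated correlation lost these and those of the oxidative phosphorylation list at 1.40 and the antioxidant list at 0.30. Fry added calls for the classical CREB list at -0.37 and the 4 CREB targets at -1.73, and leaving out the filter also added the latter. Quantile normalization lost the TCA cycle at 1.12 and the antioxidant list at 0.36. Centring lost fatty acid oxidation at 1.02 and the antioxidant list at 0.36, or 1.21 and 0.56 over any biotype, and genes with 1 annotated transcript lost the antioxidant list at 0.28, or 1.71 over any biotype. In the latter genes the ribosome biogenesis and dissociation lists gained a call at 1.37 and 2.27, and the classical CREB list gained one as higher, at 1.24 with 7 of 7 genes higher, where over protein-coding genes the same 7 genes had a median of -0.19. The direction reversed for the antioxidant list at -0.0108 and the ribosome biogenesis list at -0.27 with a common sum, for the ribosome biogenesis list at -0.0527 with 1 annotated transcript and -0.10 when centred, and for the classical CREB list over any biotype, in that setting and at 0.00227 when centred. The values with 1 annotated transcript also moved with the centring of each library on the kept genes. Otherwise the cause was not tested.

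With each library left out, the medians in ADPKD against WT went from -0.35 to 0.0787 for oxidative phosphorylation, -0.46 to 0.0022 for the TCA cycle, 0.34 to 0.53 for antioxidants, -0.52 to -0.47 for classical CREB targets, 1.20 to 1.93 for the 4 CREB targets, 0.15 to 0.30 for ribosome biogenesis and -0.53 to -0.23 for dissociation genes. The values above 0 for oxidative phosphorylation and the TCA cycle came without ADPKD replicate 2, and -0.23 without WT replicate 2. After treatment they went from 1.16 to 1.598 (oxidative phosphorylation), 1.13 to 1.48 (the TCA cycle), -0.55 to -0.22 (classical CREB), -2.14 to -1.36 (the 4 CREB targets), -0.0718 to 0.12 (ribosome biogenesis) and 0.66 to 0.93 (dissociation).

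Across genes, the correlation of both changes was -0.0469. It was -0.00332 with a mean FPKM of at least 5, -0.0760 under quantile normalization, -0.102 with 1 annotated transcript and -0.0687 when centred, both over any biotype, and it reversed to 0.00707 with disjoint ADPKD libraries. The share of genes in the same k-means cluster was 76.0% among genes past the F-test and 72.2% with a pseudocount of 0.1.

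Among named genes, the change of *Crem* after treatment reversed to 0.0637 under TMM factors, 0.40 under quantile normalization, 1.15 when centred and 1.12 over any biotype. That of *Lcn2* reversed to 0.0339 under TMM factors and to 0.14 when centred and 0.15 over any biotype, and that of *Cxcl14* to 0.47 and 0.43 in the same order. In ADPKD, *Pck1* reversed to -0.00543 under TMM factors and -0.0573 with a common sum, and *Slc7a13* to 0.0075 under quantile normalization. Among the other results of named genes 18 were weaker and 19 stronger, among the latter the rise of *Egf* after treatment, called with the replicate block at 2.06, and 114 moved with a library left out. The depth of 11.8 and 10.9 M reads limits what the ADPKD+MMPP libraries show of low genes. Promoter CRE sites and CREB targets by expression level were not run.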

Differences from the paper's values

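In this part only the centring by the share of exon bases in exactly 1 transcript was chosen after the result was seen.

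The paper's Cluster 1 holds about 1800 genes in Fig. 3A, read by eye, and k-means gave 5376 genes for that pattern. The paper's Clusters 2, 3, 4 and 6 hold about 2500, about 3100, about 2800 and about 3200 genes in Fig. 3A, read by eye, against 910, 1472, 1355 and 1755. None of the alternatives set before the data were examined closed these gaps: clustering only genes past the F-test gave 4992, 708, 1120, 1102 and 1435 genes, and a pseudocount of 0.1 gave 5853, 966, 1674, 1162 and 1465. For Cluster 5, at about 4500 genes in the figure, the value of 3994 was within 1.5 times. By its caption Fig. 3A covers differentially expressed genes, and k-means here took all 14862 tested genes. The sets of genes need not be the same, so the gaps in size cannot be read as a difference in result.

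The copy used here of the paper's list of cluster members is shortened, with 1797 genes for Cluster 1 and 1996 for each of the others, so it is only described. Of the tested genes under its heading for Cluster 2, 96.5% were higher in ADPKD, and *Myc*, *Syk*, *Abcg1* and *Clcf1* are under that heading. Of those under its heading for Cluster 4, 1.00% were higher in ADPKD. The paper's text gives Cluster 2 the oxidative phosphorylation genes and Cluster 4 the CREB targets.

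The paper states that genes of Clusters 2 and 4 return after MMPP treatment. Of the tested genes under the list's headings for Clusters 2 and 4, 28.8% and 51.9% were higher after treatment, and 21.8% and 70.9% with that centring over protein-coding genes, chosen after seeing the values. Their median log2 fold changes after treatment were -0.91 and 0.09 before centring, against -0.36 for all tested genes. The copy of the list is shortened, so these values cannot decide how far the paper's clusters returned.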

Other observations

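The tests in this part on annotated transcripts, gene length, GC content, depth, shared reads and the transgene were chosen only after the results were seen, and those on disjoint libraries, proximal tubule markers, dissociation genes and simulated clusters were chosen before.

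The change in ADPKD+MMPP against ADPKD followed the number of annotated transcripts of a gene, with medians of 1.097, 0.65, 0.36, -0.18, -0.79, -1.13 and -1.56 from protein-coding genes with 1 transcript to those with 13 or more. The hypothesis first tested was that all reads shared between transcripts were lost in making the treated libraries' values. It failed, since of 25 protein-coding genes with under 2% unique exon bases and at least 20 FPKM in ADPKD, 0 were listed at 0 in the treated libraries, and of 29 genes of any biotype 0 were. A weaker hypothesis, a loss of part of the shared reads, was written after that. Within classes of exon number the change still followed the share of unique exon bases, with a lowest rho of 0.346, but a biological difference in genes with many transcripts may give the same, and the treatment goes with the way the values were made, so that these cannot be told apart. Gene length is argued against over protein-coding genes, with a lowest rho of 0.510 within bins of exon length. This rests on the restriction to protein-coding genes, which was made after seeing the results, since over any biotype the shortest bin gave -0.202. GC content is argued against by a lowest rho of 0.641 within its bins, and 0.380 over any biotype.

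Fewer genes were above 0 in the ADPKD+MMPP libraries, with 19509 and 19275 against 25460 and 25498 in ADPKD. By a thinning of single reads, ADPKD replicate 1 at their depth would keep 22769 genes with a known length, where they have 19061 and 18835. The reads of a fragment are kept or lost together, so this expected number is too high by an unknown amount. The thinning therefore cannot decide whether a lower depth is the whole cause. *Rpl17*, a ribosomal protein gene, was listed at 0 in both treated libraries and at 316 and 400 FPKM in ADPKD, and *Rps12-ps3* and *Mir5125* were also listed at 0 there and at 203 and 333, and 205 and 238 FPKM, in ADPKD. *CT010467.1*, a ribosomal RNA gene, had 1395 and 991 FPKM in the treated libraries and 19.8 and 10.4 in ADPKD.

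The fall of *Myc*, *Syk*, *Abcg1* and *Clcf1* after treatment was first tested against a loss of shared reads with camera in limma, where the 4 genes as a set had an adjusted p of 0.0502 after centring over protein-coding genes, 0.0541 over any biotype and 0.101 before. The number of genes called lower was then added after this result was seen, and it was 4 over protein-coding genes and 3 over any biotype. Their median was -1.73 before centring and -1.80 and -1.81 after it, but it went both ways within the set: *Myc*, *Syk* and *Clcf1* went from -5.33, -2.34 and -1.06 to -3.69, -1.62 and -0.62, and *Abcg1* from -1.13 to -1.98. The set test passed its threshold neither before nor after, and the treatment goes with the way the values were made, so that a part of the fall that may come from shared reads and an effect of MMPP cannot be told apart.

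The nuclear oxidative phosphorylation genes rose after treatment, and a loss of shared reads is argued against as the whole cause by a median of 1.23 after centring, and 1.41 over any biotype. Proximal tubule cells, which are rich in mitochondria, may contribute, since their markers rose by a median of 2.68, more than the 1.40 of the oxidative phosphorylation genes; a rise within collecting duct cells stays open and was not tested.

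A response to tissue dissociation had been chosen as a test for a fall of the classical CREB targets after treatment. As a list these were no lower than other genes, at -0.37 against -0.36 for all tested genes (adjusted p = 0.959 from camera in limma), although fry, which does not compare a list with other genes, called them lower. The test of dissociation therefore decides nothing about these targets. Dissociation and heat shock genes had a median of 0.80 after treatment, 0.15 when centred over protein-coding genes and 0.97 over any biotype, with 9 of the 17 genes higher and 8 lower. Their median in ADPKD against WT was -0.39, with 5 genes higher and 12 lower, and -0.23 without WT replicate 2. The classical CREB targets were also lower in ADPKD, and a part of dissociation in that fall stays open and was not tested. *Crem*, which encodes ICER, had a log2 fold change of -0.61 in ADPKD and -0.21 after treatment, and *Pck1* 0.02 and 1.46; the paper measured these targets in other cells. Without WT replicate 1 the change of *Pck1* in ADPKD was 0.69, and without WT replicate 2 it was -0.64.

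*Esr1* had 30.5 FPKM in ADPKD, 0.201 in WT and 0.491 in ADPKD+MMPP. The ADPKD mice carry a *Cre/Esr1* transgene, whose reads may be counted on this gene. Mice with the same transgene would be expected to keep these reads after treatment, and the log2 fold change of -4.40 goes against this. The libraries that lack the signal are also those whose values were made differently, and the transgene was not measured on its own, so that its reads and a response of the gene to ADPKD and MMPP cannot be told apart.

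Opposite changes across all genes may come from the shared ADPKD libraries, since the correlation was 0.00707 with disjoint ADPKD libraries, and no opposite relation across all genes then remained. The k-means clusters are not those of genes without change, for which complementary sets of simulated libraries placed 16.6% in the same cluster.

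Markers of other cell types are given as medians in ADPKD against WT and then ADPKD+MMPP against ADPKD. These were -0.63 and 1.86 for principal cells, -2.50 and 2.07 for intercalated cells, -1.03 and 0.20 for the thick ascending limb, -2.19 and 2.34 for the distal convoluted tubule, -2.65 and -2.45 for podocytes, and -0.99 and -0.99 for endothelium. Lymphocyte, neutrophil, fibroblast and erythroid markers had -0.12 and 0.82, 0.61 and -0.15, 1.51 and -0.52, and -0.63 and 0.27. Markers of dividing cells had 0.77 and 1.00, of tubular injury 3.12 and -0.35, and sex-linked genes 0.17 and -0.85. Proximal tubule markers had 0.13 in ADPKD against WT. Under the scalings the second median of principal cells went from 0.73 to 2.20, that of the thick ascending limb from -0.08 to 0.52, of endothelium from -1.28 to -0.68, of lymphocytes from 0.64 to 1.50, of neutrophils from -0.32 to 0.44, of fibroblasts from -0.66 to 0.15, of erythroid cells from 0.14 to 0.80, of dividing cells from 0.77 to 1.54, of tubular injury from -0.65 to -0.016 and of sex-linked genes from -1.06 to -0.44. Centred over protein-coding genes, principal cells, the thick ascending limb, lymphocytes, neutrophils and fibroblasts were at 0.74, 1.11, -0.12, 0.93 and -1.65. Dividing cells, erythroid cells, sex-linked genes and endothelium were at 0.52, 0.72, -0.37 and -1.55 in that setting. Over any biotype the former were at 1.23, 1.29, 0.51, 0.90 and -0.83, and the latter at 0.89, 0.82, -0.51 and -1.46.

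Several of these medians rest on 1 library. In ADPKD against WT, without ADPKD replicate 2 they were 0.17 for principal cells, 1.01 for the proximal tubule, -0.17 for the thick ascending limb, -0.94 for the distal convoluted tubule, 0.067 for lymphocytes, -0.19 for neutrophils and -0.086 for sex-linked genes. Without ADPKD replicate 1 they were -1.15 for principal cells, -0.70 for the proximal tubule, -1.88 for the thick ascending limb, -0.30 for lymphocytes, 1.41 for neutrophils, 0.44 for dividing cells and 0.52 for sex-linked genes. Without WT replicate 1 the proximal tubule, the thick ascending limb and neutrophils were at 0.76, -0.21 and 0.93, and without WT replicate 2 principal cells, the proximal tubule and the thick ascending limb were at -0.38, -0.50 and -1.84. After treatment, without ADPKD replicate 2 principal cells, the thick ascending limb, the distal convoluted tubule, neutrophils and erythroid cells were at 1.06, 0.11, 1.38, 0.77 and 0.16, and without ADPKD replicate 1 neutrophils were at -1.01. Without ADPKD+MMPP replicate 1 lymphocytes, neutrophils, fibroblasts and erythroid cells were at 0.51, -0.39, -0.85 and -0.23, and without ADPKD+MMPP replicate 2 the last 3 were at 0.097, -0.19 and 0.77.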
